# Palmitate drives mitochondrial and ER stress through disruption of the CD73-Adenosine axis

**DOI:** 10.21203/rs.3.rs-9902042/v1

**Published:** 2026-06-15

**Authors:** Shantiece Dawson, Sonia Batan, Nina Adams, Sergei Bombin, Erivan S. Ramos-Junior, Ana Carolina Morandini

**Keywords:** palmitate, adenosine, mitochondria, endoplasmic reticulum stress, CD73, inflammation

## Abstract

**Background:**

Metabolic disorders associated with elevated saturated fatty acids are linked to chronic inflammatory diseases, including periodontitis, yet the mechanisms connecting lipotoxic stress to gingival inflammation remain unclear. This study investigated how palmitate-induced metabolic stress affects purinergic signaling, mitochondrial function, and endoplasmic reticulum (ER) stress in murine gingival fibroblasts (mGF), and whether adenosine modulates these effects.

**Methods:**

mGF were treated with BSA control, palmitate, IL-1β, or palmitate plus IL-1β, followed by bulk RNA sequencing, Seahorse metabolic analysis, biochemical assays, and transmission electron microscopy.

**Results:**

Palmitate suppressed expression of key adenosine-generating ectoenzymes and purinergic signaling genes, including Cd73 (Nt5e), Cd39 (Entpd1), Adk, Ada, and adenosine receptors. Concurrently, palmitate amplified IL-1β-induced inflammatory mediators such as Cxcl1, Cxcl2, Cxcl5, Ccl2, and Il6. Gene ontology analysis demonstrated enrichment of pathways related to innate immune activation, oxidative stress, mitochondrial dysfunction, ER stress, and purine metabolism. Palmitate also induced intracellular lipid accumulation and mitochondrial dysfunction, evidenced by reduced NAD+/NADH ratio, increased mitochondrial reactive oxygen species (ROS), elevated protein oxidation, and increased proton leak despite enhanced electron transport chain protein expression. Ultrastructural analyses revealed swollen mitochondria, ER expansion, and increased ER–mitochondrial associations. Mechanistically, palmitate activated the Perk–eIF2α–Atf4 ER stress pathway, increasing phosphorylation of Perk and eIF2α and elevating Atf4 expression. Extracellular adenosine attenuated mitochondrial ROS accumulation, reversed Perk and Atf4 activation, improved mitochondrial respiration, and preserved ER and mitochondrial ultrastructure.

**Conclusions:**

Palmitate disrupts the Cd73-adenosine axis while promoting mitochondrial dysfunction, oxidative stress, and Perk-mediated ER stress in gingival fibroblasts. Adenosine signaling protects against lipotoxic-induced ER stress, highlighting the Cd73-adenosine pathway as a potential therapeutic target in metabolically driven periodontal inflammation.

## Introduction

The role of metabolic dysfunction in chronic inflammatory illnesses, such as obesity-related periodontal disease, is increasingly recognized [1, 2]. Under conditions of metabolic stress, elevated circulating free fatty acids (FFAs), especially saturated fatty acids like palmitate build up and cause oxidative stress, lipotoxicity, and cellular dysfunction [3, 4]. A common saturated FFA in Western diets, palmitate is frequently employed in experimental models to cause metabolic stress and mitochondrial dysfunction in a variety of cell types [5, 6]. Excessive intake of palmitate increases reactive oxygen species (ROS) generation, modifies mitochondrial function, disrupts lipid homeostasis, and activates stress signaling pathways. Together, these consequences deteriorate tissue health [7, 8]. The precise effect of lipotoxic stress on gingival stromal cells is yet unknown despite the fact that obesity and metabolic syndrome are associated with increased inflammation and a higher risk of tissue damage in periodontal tissues [9, 10].

Palmitate and other saturated FFAs not only affect metabolism but also significantly elevate inflammatory signals. Previous studies have shown that palmitate increases levels of pro-inflammatory cytokines and chemokines by triggering oxidative stress, and inflammasome signaling[11]. High fatty acid levels and persistent low-grade inflammation frequently coexist in obesity-related disorders, which may also enhance inflammation of periodontal tissues [12]. Extracellular purinergic signaling has been identified as a crucial endogenous mechanism that promotes tissue adaptability to stress and restricts excessive inflammation. Through the activation of adenosine receptors such A2a and A2b receptors, adenosine produced by CD39/CD73-mediated ATP hydrolysis has anti-inflammatory and tissue-protective effects [13–16].

Adenosine production mediated by the ectoenzyme CD73 is also becoming more closely associated with cellular stress tolerance, resilience and mitochondrial homeostasis[17]. The ectoenzyme CD73 and adenosine receptor signaling control oxidative stress reactions, redox equilibrium, and mitochondrial respiration [18, 19]. Previous research by our group showed that by reducing oxidative stress and maintaining mitochondrial function, CD73-derived adenosine signaling helps to maintain mitochondrial integrity and protects against inflammatory tissue damage[20]. Additionally, higher cellular survival during inflammatory stress, decreased ROS generation, and improved mitochondrial bioenergetics have all been linked to adenosine receptor activation [14, 21]. Disruption of the CD73-adenosine pathway during metabolic stress may have a significant impact on mitochondrial adaptability and inflammatory consequences in gingival fibroblasts since mitochondria are key regulators of energy production, redox signaling, and inflammatory responses.

Mitochondrial dysfunction and endoplasmic reticulum (ER) stress are very closely related, especially through signaling at mitochondria-associated ER membranes (MAMs) [22–24]. Damage to the mitochondria caused by oxidative stress and excessive metabolic activity disrupts calcium homeostasis, protein folding, and redox status, thereby triggering the unfolded protein response (UPR) [25]. The PERK-eIF2α-ATF4 pathway is a main UPR route that helps cells adapt to oxidative and metabolic stress [26, 27]. In chronic disease models, ongoing PERK activation leads to an accumulation of ROS, triggers inflammation, and disrupts metabolism [28, 29]. Earlier studies found saturated fatty acids, such as palmitate, induce ER stress and activate the PERK pathway in metabolic tissues [5, 6]. Still, it is unclear whether the same pathways mediate lipotoxic stress in gingival fibroblasts.

In this study, we screened for differentially expressed genes in response to the free fatty acid palmitate in the presence or absence of the classical pro-inflammatory cytokine IL-1β, which is relevant to chronic inflammatory diseases and periodontal pathogenesis. We explored the mechanisms underlying palmitate-induced metabolic dysregulation in murine gingival fibroblasts. This study identified purinergic-metabolic targets that were significantly altered following palmitate exposure and found that mitochondrial dysfunction and ER stress were central components of the cellular response. Overall, our findings provide new insights into how lipotoxicity may contribute to periodontal cell dysfunction through coordinated disruption of mitochondrial and ER homeostasis. Further, here we identify the CD73–adenosine pathway as an important regulator of metabolic and inflammatory stress response in gingival fibroblasts.

## Material and Methods

### Cell Culture and drug treatments

Primary murine gingival fibroblasts (mGF) were obtained from murine gingival explants as previously described [20]. For this study, mGF obtained from the gingiva surrounding the maxillary second molar of 3–6 month-old C57Bl6 mice were isolated and cultured in Dulbecco’s Modified Eagle’s Medium (DMEM) supplemented with 20% fetal bovine serum and antibiotics. The mGF were cultured in a 5% CO_2_ incubator at 37°C and the growth media was replaced every other day. Experiments were performed using cells between the 2nd and 8th passages, at around 80% confluence and viable cells were automatically counted using a cell counter and Trypan Blue staining. Cells were seeded in uniformity of cell distribution the day before each experiment. For cell treatments the following reagents were used: 200 μM BSA Control for BSA Fatty Acid Complexes (5 mM) as a vehicle, 200 μM BSA-Palmitate Saturated Fatty Acid Complex (5 mM) (Cayman Chemical Company Inc, MI, USA, #29556 and #29558); 1 ng/mL mouse recombinant Il-1β (401-ML, R&D systems), 100μM Adenosine (A4036–5G, MilliporeSigma) combined with 10μM EHNA (E114–25MG, MilliporeSigma) to prevent adenosine degradation in our in vitro model as previously established in our lab [22]. Adenosine treatment was performed 5 min before the addition of Vehicle or Palmitate in the presence or absence of mouse recombinant Il-1β for the times indicated in each figure legend.

### RNA isolation and Bulk RNA-sequencing

Total RNA was extracted from samples using Invitrogen PureLink RNA Mini Kit (ThermoFisher Scientific) isolation method according to the manufacturer’s instructions. RNA concentration and purity were assessed using a NanoDrop spectrophotometer, and RNA integrity was evaluated using the Agilent 2100 Bioanalyzer. Only samples with RNA integrity number (RIN) ≥ 7 were used for downstream processing.

Full-length cDNA was generated using the SMART-Seq (Switching Mechanism at 5’ End of RNA Template) technology (Takara Bio) following the manufacturer’s protocol. Briefly, reverse transcription was performed using an oligo(dT) primer to selectively target polyadenylated mRNA. During first-strand synthesis, template-switching activity of the reverse transcriptase enabled the addition of a defined sequence at the 5’ end, allowing for full-length cDNA amplification. The resulting cDNA was amplified by PCR to generate sufficient material for library preparation. Sequencing libraries were prepared from amplified cDNA using a protocol guideline, amplified with indexed primers and purified. Final libraries were quantified and assessed for size distribution using Qubit fluorometric quantification and Agilent Tape Station. Sequencing was performed on an Illumina platform NovaSeq 6000 to generate paired-end reads (2 × 150 bp).

### Bioinformatics Methods:

Raw sequencing reads in BCL format were demultiplexed and converted to FASTQ files using Illumina’s bcl2fastq2 v2.20. Adapter sequences and low-quality bases were removed using Trimmomatic v0.39. The resulting high-quality reads were aligned to the GENCODE Mus musculus reference genome (GRCm39 vM33) using the STAR v2.7.10a aligner. A gene-level count matrix was then generated from the aligned reads using HTSeq v2.0.9. Differential gene expression analysis between experimental groups was conducted in R using the DESeq2 v1.40.2 package. To identify enriched biological pathways, Gene Set Enrichment Analysis (GSEA) was performed with the GSEA function from the clusterProfiler v4.8.1 package, using the Gene Ontology Biological Process reference gene set collection. Data visualization, including heatmaps, volcano plots, and further clustering analyses, was performed using ggplot2 and heatmap in R. Principal component analysis (PCA) was used to assess sample clustering and variability.

### Quantitative real-time PCR

RNA was extracted from 1×10^5^ cells/well with the Invitrogen PureLink RNA Mini Kit (ThermoFisher Scientific) according to the manufacturer’s instruction. Briefly, samples were lysed in equal volumes of lysis buffer and stored in a −80°C freezer for a few hours. Then, samples were homogenized by vortexing and centrifuging for 5 minutes at 4°C at 12,000xg. After adding 70% ethanol, RNA was extracted and purified using a fast spin-column workflow and kit-provided wash buffers. All samples were eluted in 30 μl of RNase-Free water stored in a −80°C freezer. Reverse transcription was performed using a SuperScript IV VILO Master Mix (ThermoFisher Scientific) to obtain cDNA from Nanodrop read samples. The quantitative PCR was performed using the following inventoried Taqman assays: mouse Nt5e: Mm00501910_m; mouse Cxcl1: Mm04207460_m1; mouse Ccl2: Mm00441242_m1, mouse Il6: Mm00446190_m; and mouse Gapdh: Mm99999915_g1 in a 10uL final volume using TaqMan Fast Advanced Master Mix in a StepOne Plus Real-Time PCR system (Applied Biosystems). Relative quantitation of the Gapdh reference gene versus the target gene was performed in duplex reactions and calculated using the comparative Ct (ΔΔCt) values to generate the RQ for each sample based on the established cycle threshold for each target. Analysis was performed using StepOne Plus software and Graph Pad Prism.

### Western blotting

#### Western blotting

For immunoblot analyses, 60uL of cold RIPA buffer (ThermoFisher) was used to obtain the total protein extract from 1 × 10^5^ cells/mL. Westerns blots were performed with an equal amount of the total protein (10 μg of total protein/lane for all *in vitro* samples) with Stain-Free all molecular weight gel (#4568124, Bio-Rad) using the Miniprotean system with Fast Blot settings in Mixed MW transfer (#1704150, Bio-Rad). Densitometry analysis was performed using ImageLab Software v.6.1 (Bio-Rad, Hercules, CA, USA) and normalized for the total protein, as indicated in each figure legend. The following antibodies with their respective dilutions were used for immunoblot experiments: Primary antibodies: Cd73 (1:2000, # PA5–85958; Invitrogen, Thermo Fisher Scientific, Waltham, MA, USA); Primary (Abcam, Cambridge, MA, USA): Anti-Adenosine Receptor A2a antibody [EP6182(2)] (1:1000, ab169756); Total OXPHOS Rodent Cocktail (1:1000, ab110413); Anti-xCT [EPR27115–64] (1:1000, ab307601); Primary (Cell Signaling, Beverly, MA, USA): Phospho-Perk (Thr980)(16F8) (1:1000, #3179), Perk (C33E10) (1:1000, #3192); Atf-4 (D4B8) (1:1000, #11815); Secondary antibodies (Cell Signaling): Anti-mouse IgG (HRP-linked) (1:1000, #7076), Anti-rabbit IgG (HRP) (1:3000, #7074). The OxyBlot protein oxidation detection kit (#S7150; Millipore Sigma) was used for immunodetection of protein oxidation through carbonyl groups, which is a hallmark of the oxidation status of proteins.

### Adenosine quantification

Adenosine levels were measured using the Adenosine Assay Kit (ab211094, Abcam) according to the manufacturer’s instructions. Following cell treatment with BSA or Palmitate with or without Il-1β, cells were washed once with 1X PBS and lysed in 300 μL of Adenosine Assay Buffer. Cells were collected and centrifuged at 12,000 × g for 10 minutes at 4°C, and the supernatant was collected. Supernatant samples were diluted as needed to fall within the assay range (samples were diluted 2x-50x in PBS1x). Then, 50 μL of standard or samples were added to a 96-well white flat-bottom plate, followed by the addition of 50 μL of Reaction Mix prepared according to the manufacturer’s instructions. The plate was incubated for 15 minutes at room temperature protected from light. Fluorescence intensity was measured using a Synergy H1 plate reader (BioTek) at excitation/emission wavelengths of 535/587 nm. Adenosine concentrations were calculated based on the standard curve provided with the kit and expressed in pmoL/uL.

### Oil Red O staining

Palmitate uptake was assessed by staining intracellular neutral lipids using Oil Red O Staining. Cells were stained with an Oil Red O Stain Kit (#KTORO, StatLab, USA) according to the manufacturer’s instructions. Briefly, cells were fixed in 10% neutral buffered formalin for 15 minutes at room temperature and washed three times with distilled water. Cells were then pretreated with 85% propylene glycol for 2 minutes, followed by rinsing with distilled water. Subsequently, cells were incubated with Oil Red O staining solution at 60°C for 5 minutes. After staining, slides were differentiated in 85% propylene glycol for 1 minute and rinsed with distilled water. Finally, slides were mounted using an aqueous mounting medium.

### Nad+ assay

For the NAD/NADH-Glo Assay (G9071; Promega Corporation, Madison, WI, USA), the mGFs were seeded in a white 96 well plate clear bottom at a cell density of 3×10^4^ cells/well. After cell treatments, a standard curve was generated using purified NAD^+^, prepared at a starting concentration of 2 mM in PBS and serially diluted as required. Treatment media were then removed and replaced with 50 μL of PBS per well. Then, 50 μL of NAD/NADH-Glo Detection Reagent was added to each well, and the plate was gently mixed to ensure complete cell lysis. The plate was incubated at room temperature for 15–30 minutes. Luminescence was measured using Synergy H1 plate reader (BioTek).

### CellRox and Mitotracker fluorescence staining

After washing the mGF with 1x PBS, they were placed in MitoTracker^®^ Red CMXRos (300nM) and CellROX (5μM) working solution (ThermoFisher) and incubated in the dark at 37°C for 30 min. Following incubation, the cells were washed again with PBS. Subsequently, they were fixed with 4% paraformaldehyde (PFA) at room temperature for 15 min, washed three times with 1x PBS, and then mounted on glass slides with DAPI-mounting media (Vector). Images were acquired using a confocal laser scanning microscope (Leica).

### Transmission Electron Microscopy

Transmission electron microscopy of the mGF was performed for cells exposed to cell treatments with either BSA as a vehicle of Palmitate with and without Il-1β and with or without adenosine according to previously described [17] and as detailed in the figure legends.

### Seahorse assay

Mitochondrial function of mGF after cell treatments with either 200μM BSA Control as a vehicle or 200μM BSA-Palmitate Saturated Fatty Acid Complex with or without 100μM Adenosine combined with 10μM EHNA was performed using a Seahorse XFe96 Extracellular Flux Analyzer (Seahorse Bioscience) as previously described (Paladines et al., 2023). Briefly, 4 × 10^4^ cells were seeded into the Seahorse XF Cell Culture Microplate (Agilent Technology) in OPTiMEM, one day before the experiment. Cell treatments were performed as described in drug treatments section. For analysis, cells were resuspended in XF assay media (Agilent Technology) supplemented with 10 mM glucose (Sigma-Aldrich), 1 mM pyruvate (Sigma-Aldrich), and 2 mM glutamine (Sigma-Aldrich). The Cell Mito Stress Test was performed using 1.5μM oligomycin, 1.0μM FCCP (carbonyl cyanide-p-trifluoromethoxy-phenyl-hydrazone), 0.5μM rotenone, and 0.5μM antimycin A (RotAA) from Agilent Technologies. All results were normalized per the total protein in each well after the assay using the BCA method (Pierce Protein Biology). Mitochondrial stress was measured via Oxygen Consumption Rate (OCR) and Extracellular Acidification Rate (ECAR), respectively, in pmol/min/μg of protein. Metabolic parameters were exported and calculated according to the manufacturer’s instructions (Agilent Technologies) using the Seahorse Wave desktop software (Agilent Technologies).

### Data analysis

Statistical analysis was performed using the GraphPad Prism v10 software (GraphPad, San Diego, CA, USA) using ANOVA followed by multiple comparison tests. Data are presented as mean ± S.D. The cell number per well was chosen based on cell density optimization experiments for the specific assay. The significance level of p is indicated in each graph and their respective figure legends (*p < 0.05; **p < 0.01; ***p < 0.001;****p < 0.0001).

## Results

### Palmitate dampens adenosine-generating ectoenzymes while promoting inflammatory and metabolic stress markers in murine gingival fibroblasts (mGF)

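Primary murine gingival fibroblasts (mGF), the connective tissue cells grown out of gum explants, were sequenced in bulk after 24 h in 4 conditions. These were BSA (control), 1 ng/mL IL-1β, 200 μM palmitate carried on BSA, and palmitate + IL-1β at the same doses. Palmitate is a saturated fatty acid that cells take up in complex with albumin, and IL-1β is a cytokine that acts on fibroblasts through its receptor. Each condition had 4 libraries, and the conditions used here are those of the deposited labels. The methods of the paper describe full-length cDNA made by SMART-Seq with an oligo(dT) primer, whereas the labels name a stranded total RNA kit of the same supplier. Both are given here because the choice decides which RNAs were captured. The authors trimmed the reads with Trimmomatic, aligned them with STAR to GRCm39 with the GENCODE vM33 genes and counted them per gene with HTSeq by strand. The deposited values are these raw counts, without normalization, for 56941 genes listed by Ensembl identifier. Between 21234789 and 92752515 counts fell on genes in each library. The median was 29022309 in BSA (control), 24980916 in IL-1β, 25954856 in palmitate and 31264413 in palmitate + IL-1β. The highest total belonged to palmitate replicate 10, while the other palmitate libraries reached at most 27076430. Mitochondrially encoded genes took 10.7% to 14.0% of the counts. Reads that HTSeq assigned to no gene, to several genes or to several places made up 18.3% to 21.4% of each library and were left out.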

To simulate metabolic dysfunction, mGF were treated with BSA-conjugated palmitate, a well-established inducer of metabolic stress [6], followed by bulk RNA sequencing to characterize transcriptional changes associated with this dysfunctional metabolic state. 

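Counts were compared with edgeR's quasi-likelihood test in a single fit of all 16 libraries with a mean per condition, after TMM normalization. The filter kept 16306 genes with enough counts in at least 4 libraries (edgeR's filterByExpr, minimum count 10). P-values were adjusted over those genes by the Benjamini-Hochberg method, and a gene was called changed at an adjusted p under 0.05. Expression levels are given as CPM, edgeR's count measure for library size scaled by the TMM factors, with the SD over 4 libraries. The TMM factors lay between 0.970 and 1.04. Variation between replicates amounted to 6.08% of a gene's level (common biological coefficient of variation), so changes well under 2-fold could pass the threshold in well-counted genes. A gene with 3 counts or fewer in a library was treated as at the counting floor, which corresponded to 0.0323 CPM in the deepest library and 0.141 CPM in the shallowest. The libraries are numbered 1 to 16 with no number shared between conditions, so no pairing entered the fit. An interaction contrast tested whether the effect of palmitate differed with and without IL-1β.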

In parallel, cells were treated with BSA (control), and with or without IL-1β, in order to assess the combined effects of metabolic and inflammatory stress. 

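On the 500 most variable genes (log2 CPM with a prior count of 2), the first principal component held 83.5% of the variance and the second 4.72%. On the first component, BSA (control) libraries lay between -34.7 and -33.5 and IL-1β libraries between -18.9 and -15.4. Palmitate libraries lay between 22.6 and 25.1, and palmitate + IL-1β libraries between 25.4 and 30.6. The second component held IL-1β libraries at 7.48 to 10.4 and palmitate + IL-1β libraries at 1.44 to 3.26. Palmitate libraries lay at -7.16 to -3.78 on it, a range that included the BSA (control) libraries at -6.64 to -6.32. Mean distances between libraries of different conditions were 27.2 for BSA (control) and IL-1β, 60.1 for BSA (control) and palmitate, and 63.7 for BSA (control) and palmitate + IL-1β. Palmitate and palmitate + IL-1β were the closest pair of conditions, at 17.0. Of all 2627625 ways to divide the 16 libraries into 4 groups of 4, only the division by condition left as small a sum of squares within groups (exact permutation test, one-sided, p = 3.8e-07).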

Principal component analysis (PCA) revealed a clear separation of samples based on treatment conditions (Fig. S1A). 

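Each of the 16 libraries had its nearest neighbour within its own condition. Distances within conditions had a median of 15.9 and ranged from 11.0 to 18.2, while distances between conditions ranged from 13.3 to 67.3. The shortest distance between conditions, 13.3, was that of palmitate replicate 10 and palmitate + IL-1β replicate 13. Libraries of these 2 conditions had a mean distance of 17.0, within the range of distances between replicates. With all tested genes in place of the 500, 15 of the 16 libraries had their nearest neighbour in their own condition. The 24 pairs of replicates were also compared count by count. Their chi-square per degree of freedom ranged from 2.67 to 19.9, so no pair differed by less than the sampling noise and each library was kept as a replicate of its own. Separate wells of the same culture could give such values too. The paper does not state whether the libraries of a condition came from separate animals or cultures. The SDs and p-values given here may therefore cover only the spread between wells.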

Replicates within each group clustered tightly, demonstrating good reproducibility across samples. 

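Between palmitate and BSA (control), 6083 of the 16306 genes tested were changed, 3228 higher and 2855 lower. Of these, 934 changed more than 2-fold. In 5222 of the changed genes the 4 palmitate libraries did not overlap the 4 BSA libraries. Over all tested genes 5871 showed no overlap, where chance alone would give 2.86% of them. Upper-quartile normalization moved the split into higher and lower genes most. It gave 6466 changed genes, of which 37.1% were higher, against 53.1% with TMM. DESeq2, the tool the authors used, called 5774 genes, and 5617 of these were among the 6083. Among genes whose libraries did not overlap and whose average was above 1 on the log2 CPM scale, the 3 largest fitted rises were in Cxcl9, Nos2 and Saa3. Cxcl9 was at the counting floor in every BSA library and was at least 78.8-fold higher with palmitate, a bound that does not settle its rank. Nos2 reached 34.7 ± 3.46 CPM (SD, n = 4) from 0.0861 ± 0.109 CPM, and Saa3 reached 23.2 ± 2.24 CPM from 0.0835 ± 0.0659 CPM. The 3 largest falls were in Mest, Ndnf and Reps2, with log2 fold changes of -2.50, -2.29 and -2.23. Of the Mest transcript, 47.8% also lies in transcripts of Copg2, and 25.0% of the Reps2 transcript in those of Thrap3. The search for shared sequence, here and below, took in both strands without recording which. Where 2 genes overlap at the same place on opposite strands, reads counted by strand are not shared. Whether reads were shared is therefore not settled by these percentages.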

We observed genes linked to purinergic signaling, inflammation, mitochondrial function, and cell stress to be significant different between palmitate-stimulated versus control samples (Fig. 1A and Fig S1B). The expression of Nt5e (Cd73), the enzyme that hydrolyzes adenosine monophosphate into extracellular adenosine, dropped significantly after palmitate treatment. This decrease continued when IL-1β was added, showing that Cd73-mediated purinergic signaling is impaired during metabolic and inflammatory stress. 

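Nt5e (ENSMUSG00000032420.9) lies on chromosome 9 of GRCm39 from 88209089 to 88254146 on the plus strand and encodes the ectonucleotidase Cd73. No other transcript of the annotation shared sequence with it at 95% identity or more. Its level was 23.2 ± 0.748 CPM (SD, n = 4) in BSA (control) and 10.3 ± 0.592 CPM (SD, n = 4) with palmitate, from 632 to 764 and from 212 to 925 counts per library. This was a log2 fold change of -1.17 (standard error 0.07, adjusted p = 6.0e-15 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The fold of 0.444 was larger than the spread between replicates. Every palmitate library was below every BSA library (exact permutation test, two-sided, p = 0.0286, the smallest p that 4 against 4 allow). By p-value Nt5e ranked 267 among the genes tested. It kept its direction and stayed past the threshold under every alternative, including those without 1 of the libraries.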

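With IL-1β alone, Nt5e was at 18.3 ± 0.960 CPM (SD, n = 4), below BSA (control) by a log2 fold change of -0.34 (standard error 0.07, adjusted p = 4.7e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With palmitate + IL-1β it was at 9.84 ± 1.10 CPM (SD, n = 4). That level was lower than in BSA (control) by -1.23 on the log2 scale (standard error 0.07, adjusted p = 1.4e-15 from the same test) and lower than with IL-1β alone by -0.89 (standard error 0.07, adjusted p = 1.3e-11). Adding IL-1β to palmitate made no difference past the threshold, with a log2 fold change of -0.06 (standard error 0.08, adjusted p = 0.717 from the same test). The effect of palmitate was 0.28 smaller on the log2 scale when IL-1β was present, and this interaction did not pass the threshold either (adjusted p = 0.224 from the same test). From the lower Nt5e level with palmitate and with palmitate + IL-1β, the paper concludes that purinergic signaling through Cd73 is impaired during metabolic and inflammatory stress.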

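Of the other purinergic genes, Adk (chromosome 14, 21102618 to 21499916) went from 33.4 ± 2.02 CPM (SD, n = 4) in BSA (control) to 28.3 ± 0.987 CPM with palmitate and 25.4 ± 0.468 CPM with palmitate + IL-1β. Its log2 fold changes against BSA (control) were -0.24 (standard error 0.05, adjusted p = 4.6e-04) and -0.40 (standard error 0.05, adjusted p = 2.7e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Entpd1 (Cd39) was at 1.33 ± 0.314 CPM in BSA (control), 1.20 ± 0.306 CPM with palmitate and 1.17 ± 0.0388 CPM with both agents. Neither difference was larger than the replicate error (adjusted p = 0.623 and 0.478 from the same test), at 20 to 117 counts per library in the palmitate group. Ada stayed at 8.15 ± 0.604 CPM against 8.28 ± 0.623 CPM with palmitate (adjusted p = 0.813 from the same test). With both agents it was at 6.87 ± 0.753 CPM, a log2 fold change of -0.25 (standard error 0.10, adjusted p = 0.0344 from the same test) that fell short of the threshold without any of 4 single libraries. Of the Ada transcript, 21.6% is also in transcripts of Pkig. Adora2b rose from 0.685 ± 0.217 CPM to 1.19 ± 0.121 CPM with palmitate, a log2 fold change of 0.78 (standard error 0.24, adjusted p = 0.00873 from the same test). It was 0.71 higher on that scale with both agents (adjusted p = 0.0143), a difference no longer past the threshold without the expression filter or without BSA replicate 1 or 3. Adora2a had between 0 and 4 counts in any library and was not tested, so no change in it was detectable at this depth. With IL-1β alone none of Adk, Entpd1, Ada and Adora2b passed the threshold.

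**Figure D1:**
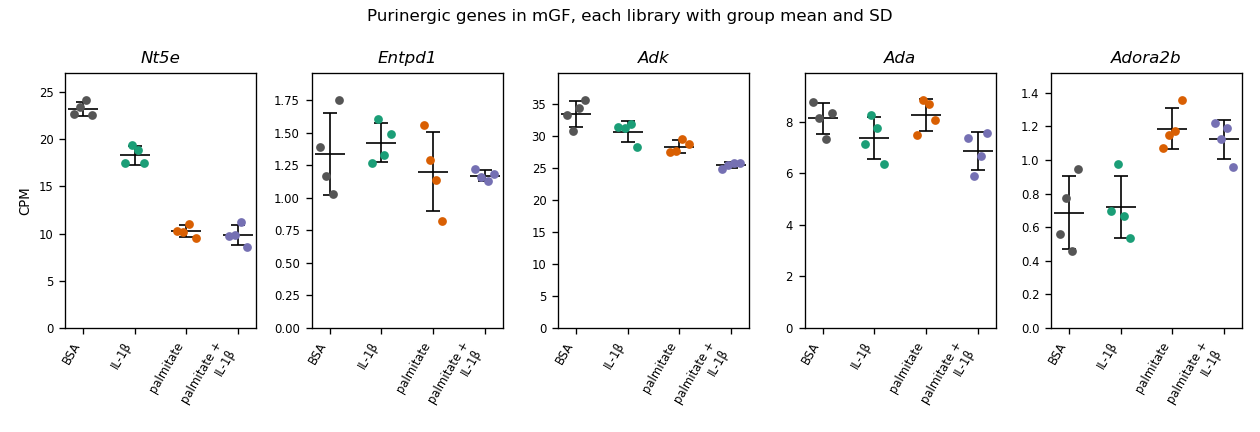
CPM of 5 purinergic genes (vertical axis, linear from 0) in BSA (control), IL-1β, palmitate and palmitate + IL-1β. Each point is 1 of 4 libraries, the bar is the group mean and the whiskers are 1 SD. Nt5e falls from a mean of 23.2 CPM in BSA to 10.3 CPM with palmitate, Adora2b rises from 0.685 to 1.19 CPM, and the Entpd1 points of palmitate overlap those of BSA.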

Other purinergic pathway components, such as Entpd1(Cd39), Adenosine kinase (Adk), Adenosine deaminase (Ada), and adenosine receptor genes Adora2a, and Adora2b, were also downregulated, indicating broader suppression of adenosine signaling pathway.

Moving to inflammatory response, IL-1β stimulation greatly increased pro-inflammatory genes such as Cxcl1, Cxcl2, Cxcl5, Ccl2, and Il6 compared to controls. 

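Between IL-1β and BSA (control), 2464 genes were changed, 1654 higher and 810 lower. Cxcl1 rose from 14.3 ± 1.10 CPM (SD, n = 4) to 151 ± 9.94 CPM, a log2 fold change of 3.40 (standard error 0.06, adjusted p = 2.0e-27 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and was the gene with the smallest p. Cxcl5 rose from 2.98 ± 0.192 to 29.4 ± 2.34 CPM, or 9.92-fold, and Ccl2 from 20.2 ± 3.88 to 113 ± 14.8 CPM, or 5.61-fold. Cxcl2 was near the counting floor in BSA (control), with 3 to 5 counts per library (0.150 ± 0.0259 CPM), and reached 5.33 ± 0.264 CPM. The smallest of these rises was that of Il6, from 0.439 ± 0.0710 to 0.922 ± 0.185 CPM (log2 fold change 1.06, standard error 0.24, adjusted p = 0.00225 from the same test). For each of these 5 genes all IL-1β libraries were above all BSA libraries. Of the Cxcl5 transcript, 26.9% overlaps that of the noncoding gene Gm72413, and 5.62% of Cxcl2 is shared with Cxcl3. By fitted fold change, the rule for naming genes gave Cxcl2, Angptl4 and Cxcl9 as rises with IL-1β, while Lfng, Card10 and Izumo4 fell most, by log2 fold changes of -0.98, -0.86 and -0.82. Angptl4 went from 4.44 ± 1.35 to 100.5 ± 3.40 CPM. Cxcl9 was at the counting floor in BSA (control) and at least 3.14-fold higher, a bound under the fold of Cxcl5, so its rank is not settled.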

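In the libraries labelled palmitate, Cxcl1 reached 393 ± 21.4 CPM (SD, n = 4), 27.5-fold its level in BSA (control). Cxcl5 reached 582 ± 13.1 CPM, a log2 fold change of 7.61 (standard error 0.07, adjusted p = 1.0e-35 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which was the smallest p of all genes tested. Ccl2 rose 17.0-fold to 343 ± 15.5 CPM and Il6 rose 18.3-fold to 7.97 ± 0.960 CPM. These 4 genes were also higher with palmitate than with IL-1β, by log2 differences of 1.38, 4.30, 1.60 and 3.14, and none of the libraries of the 2 conditions overlapped. Cxcl2 stood at 5.23 ± 0.963 CPM and did not differ from its level with IL-1β (log2 difference 0.02, standard error 0.12, adjusted p = 0.916 from the same test). With palmitate + IL-1β, Cxcl1 was at 642 ± 34.9 CPM and Cxcl2 at 13.6 ± 2.21 CPM, higher than with palmitate alone by log2 fold changes of 0.71 (adjusted p = 1.2e-11) and 1.32 (adjusted p = 3.6e-10 from the same test). Cxcl5 at 630 ± 43.4 CPM, Ccl2 at 387 ± 14.3 CPM and Il6 at 9.35 ± 0.981 CPM did not pass the threshold against palmitate alone (adjusted p = 0.152, 0.349 and 0.200 from the same test). The Ccl2 libraries did not overlap, however, with 328 to 364 CPM with palmitate and 374 to 405 CPM with both agents. In all, 1599 genes differed between palmitate + IL-1β and palmitate, 931 higher and 668 lower. Without the expression filter the majority reversed, with 756 higher and 806 lower. Of the 1599 genes, 69 changed more than 2-fold. The largest rises were in Angptl4, Atf3 and Sox8 and the largest falls in Card10, Tppp and Gm43126, of whose transcript 87.2% lies in Ccnd2.

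**Figure D2:**
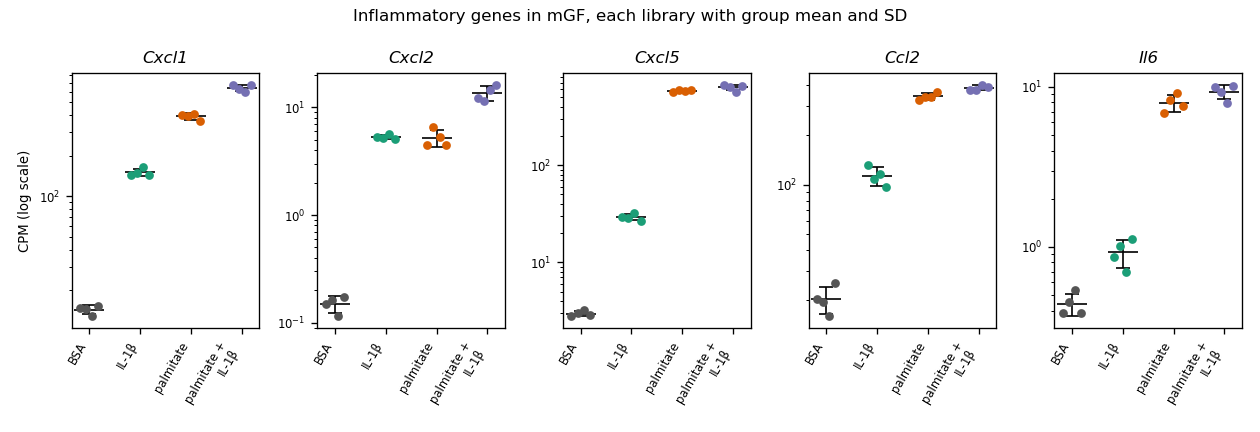
CPM of 5 inflammatory genes (vertical axis, log scale) in BSA (control), IL-1β, palmitate and palmitate + IL-1β. Each point is 1 of 4 libraries, the bar is the group mean and the whiskers are 1 SD. Cxcl1 has means of 14.3, 151, 393 and 642 CPM in that order, and Cxcl2 has nearly equal means with IL-1β and with palmitate.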

Palmitate alone caused a minor increase, whereas with the addition of IL-1β, levels either remained the same or increased. This shows palmitate boosts IL-1β–driven inflammation (Fig. 1A). In addition to these changes, mitochondrial gene expression also changed, with lower levels of genes related to complexes from the electron transport chain Uqcrc2, mt-Co1, and Sdhb in cells treated with IL-1β, especially when combined with palmitate. This suggests impaired mitochondrial function and energy production. Furthermore, genes related to the integrated stress response and Endoplasmic reticulum (ER) stress - Eif2ak3, Atf4, Eif2a, and Slc7a11- were upregulated, especially under combined treatment. 

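Against IL-1β alone, palmitate + IL-1β changed 5712 genes, 3082 higher and 2630 lower. All 5 inflammatory genes were among the higher ones, by log2 fold changes of 2.09 for Cxcl1, 1.35 for Cxcl2, 4.42 for Cxcl5, 1.77 for Ccl2 and 3.36 for Il6. The largest adjusted p among them was 7.4e-09 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), for Ccl2. On the log2 scale the effect of palmitate was smaller with IL-1β than without it for 4 of them, with interaction terms of -2.69 (Cxcl1), -3.79 (Cxcl2), -3.20 (Cxcl5) and -2.31 (Ccl2). For Il6 the term was -0.84 and did not pass the threshold (standard error 0.26, adjusted p = 0.121 from the same test). Over all genes 324 had an interaction past the threshold, and in 283 of them the effect of palmitate was smaller in size with IL-1β. Across the 16306 genes the palmitate effects with and without IL-1β had a Pearson r of 0.841 and a Spearman rho of 0.727. Genes are not independent replicates, so no p is given. These effects were computed from separate libraries.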

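Uqcrc2 was at 60.3 ± 3.42 CPM (SD, n = 4) in BSA (control), 55.9 ± 1.46 CPM with IL-1β, 59.2 ± 5.02 CPM with palmitate and 57.9 ± 0.230 CPM with both. None of these differences passed the threshold (log2 fold change with IL-1β -0.11, standard error 0.05, adjusted p = 0.161 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With upper-quartile normalization the falls with IL-1β (-0.16) and with both agents (-0.14) did. Of its transcript, 37.8% is shared with Pdzd9. The mitochondrially encoded mt-Co1 (positions 5328 to 6872 of the mitochondrial genome) was at 6709 ± 97.0 CPM in BSA (control), 6840 ± 406 CPM with IL-1β and 6660 ± 340 CPM with palmitate. With palmitate + IL-1β it fell to 5575 ± 276 CPM, a log2 fold change of -0.27 (standard error 0.05, adjusted p = 1.0e-05 from the same test). The interaction term was -0.28 (adjusted p = 0.00865). A nuclear copy with 99.9% identity on chromosome 1, from 24650616 to 24655269, covers 31.3% of mt-Co1, and a pseudogene, Gm13340, is similar over its whole length, so its level is uncertain. Sdhb was at 31.2 ± 0.865 CPM in BSA (control) and 29.5 ± 1.65 CPM with IL-1β, which did not pass the threshold (adjusted p = 0.380 from the same test). It was at 28.1 ± 0.519 CPM with palmitate (log2 fold change -0.15, standard error 0.06, adjusted p = 0.0352) and 27.3 ± 2.24 CPM with both (-0.19, standard error 0.06, adjusted p = 0.00533). The fall with palmitate fell short of the threshold in 6 of the 8 fits that each left out 1 library.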

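Eif2ak3, which encodes the kinase Perk, was at 46.2 ± 1.76 CPM (SD, n = 4) in BSA (control), 51.4 ± 1.40 CPM with palmitate and 50.5 ± 1.90 CPM with palmitate + IL-1β. Its log2 fold change with palmitate was 0.15 (standard error 0.05, adjusted p = 0.00874 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 0.08 with upper-quartile normalization, where it was no longer past the threshold, nor was it without the expression filter. With both agents it was 0.13 (adjusted p = 0.0246), and most processing alternatives moved it short of the threshold. Of its transcript, 10.6% overlaps a transcript of Gm43292. Atf4 was at 297 ± 6.38 CPM in BSA (control), 303 ± 17.3 CPM with IL-1β and 301 ± 4.96 CPM with palmitate, within the replicate error (adjusted p = 0.731 and 0.758 from the same test). With both agents it was at 330 ± 17.8 CPM, a log2 fold change of 0.15 (standard error 0.04, adjusted p = 0.00605) that upper-quartile normalization brought to 0.07 and short of the threshold. Eif2a was at 46.1 ± 0.863 CPM in BSA (control), 44.1 ± 0.813 CPM with palmitate and 43.0 ± 1.86 CPM with both, and neither fall passed the threshold (adjusted p = 0.303 and 0.0679 from the same test). Slc7a11 (chromosome 3, 49846975 to 50398070), which encodes the cystine transporter xCT, rose from 49.0 ± 4.36 CPM to 258 ± 22.4 CPM with IL-1β, 382 ± 17.8 CPM with palmitate and 762 ± 89.1 CPM with both. Its log2 fold changes against BSA (control) were 2.40, 2.96 and 3.96, with adjusted p-values of 9.9e-13, 9.2e-15 and 1.6e-16 from the same test. Sod2, the antioxidant gene of the same heatmap, rose 3.92-fold with palmitate to 117 ± 2.79 CPM and 1.22-fold with IL-1β.

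**Figure D3:**
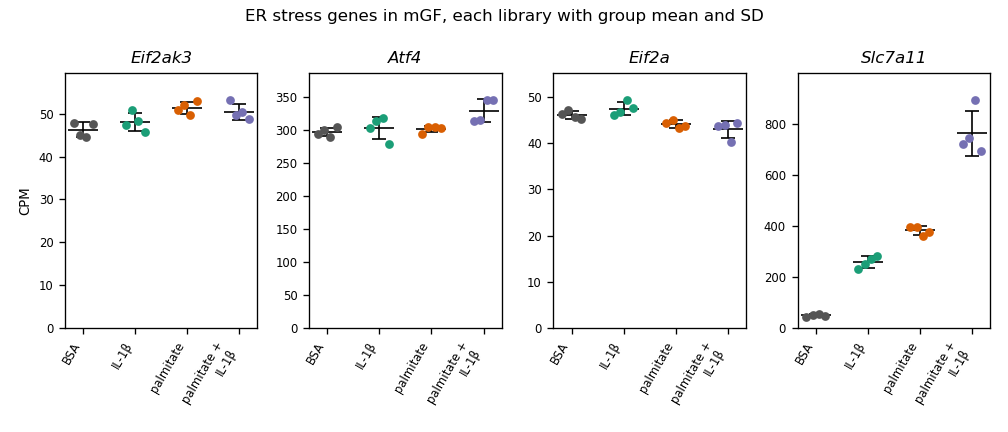
CPM of 4 genes that the paper relates to the integrated stress response and ER stress, in BSA (control), IL-1β, palmitate and palmitate + IL-1β. The vertical axis is linear from 0. Each point is 1 of 4 libraries, the bar is the group mean and the whiskers are 1 SD. Slc7a11 rises from a mean of 49.0 CPM to 762 CPM with both agents, while Eif2ak3, Atf4 and Eif2a stay close to their BSA (control) means.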

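Genes of a process were also tested together with camera, a test of whether a list of genes is shifted against all other genes, with a preset correlation of 0.01 between them. Of 26 lists tested for palmitate against BSA (control), 9 passed an adjusted p of 0.05. With the correlation estimated from these libraries 8 of the 9 still passed, all but glutathione and superoxide metabolism. With fry, a rotation test, all 9 did. Fry asks whether the genes of a list changed, without comparing them to other genes. With 6083 of 16306 genes changed, a call by fry does not show that a list stands out from the rest. In 6 of the 35 ways to split the 8 libraries into equal groups, the real one included, at least as many lists passed. The others among the 6 mixed the conditions unequally and still carried part of the real difference. Equally mixed splits gave at most 3 lists. The 5 inflammatory genes had a median log2 fold change of 4.78, and 27 NF-kB response genes one of 2.12. Of the latter 26 were changed over all genes tested and 26 adjusted over the list alone. The 5 genes of the ER stress list, with Sod2 among them, had a median of 0.15 and camera called them higher, with log2 fold changes of 2.96 for Slc7a11 and 1.97 for Sod2 and of 0.15 or less for the other 3. The inflammatory, purinergic, mitochondrial and ER stress lists hold genes that the study picked from these libraries, so their calls are not independent evidence. The 6 purinergic genes tested had a median of -0.06, 3 higher and 3 lower, and 3 mitochondrial genes one of -0.03. Camera called neither list, while fry called the purinergic genes as higher, against the sign of their median (adjusted p = 9.7e-07 after Benjamini-Hochberg adjustment). Not called by either test were the mitochondrially encoded proteins (median 0.30, 12 genes), of which several lie in the nuclear copy, and the 75 nuclear-encoded respiratory chain subunits (median 0.01).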

Overall, palmitate significantly reduced Cd73-dependent purinergic signaling while causing inflammation and metabolic stress, suggested by the enhancement of genes related to mitochondrial damage and ER stress.

Gene Ontology (GO) enrichment analysis was performed on differentially expressed genes to identify the biological processes associated with the observed gene expression changes (Fig. 1B and Fig S1B). 

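Sets of the Reactome collection were tested here in place of Gene Ontology, whose collection was not used here. Of 1457 sets, 834 held between 10 and 500 of the 14571 tested genes with an Entrez number. For palmitate against BSA (control), 238 sets passed an adjusted p of 0.05 with camera, 207 higher and 31 lower. Of these, 53 passed with the estimated correlation, 233 with fry and 188 with fgsea, the rank-based enrichment that is closest to the method of the authors.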

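The 5 Reactome sets with the smallest p were all higher with palmitate. Interferon Signaling (91 genes, median log2 fold change 0.63) and Interferon gamma signaling (62 genes, 0.76) came first. They were followed by Cytokine Signaling in Immune system (182 genes, 0.28), with 136 genes higher and 46 lower. Chemokine receptors bind chemokines (24 genes) had the largest median of the 5, at 3.14. In Immunoregulatory interactions between a Lymphoid and a non-Lymphoid cell, 28 of 30 genes were higher. Their adjusted p-values from camera with Benjamini-Hochberg adjustment ranged from 1.3e-18 to 4.1e-11, and from 7.0e-04 to 0.0140 with the estimated correlation. A list of 34 interferon response genes had a median log2 fold change of 3.56 with palmitate, all 34 being higher, and 0.56 with IL-1β. With genes at the counting floor set to their bound, these medians were 3.27 and 0.54.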

Pathway analysis highlighted multiple inflammatory and immune-related processes, including innate immune activation, neutrophil and leukocyte migration, and chemotaxis (Fig. 1B). 

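For Toll-like receptors, the Reactome set of the Toll-like receptor 4 cascade had 61 of 87 genes higher with palmitate and a median log2 fold change of 0.19 (adjusted p = 7.4e-06 from camera with Benjamini-Hochberg adjustment, 0.0101 with the estimated correlation). The union of Toll-like receptor cascades had a median of 0.14 over 96 genes and also passed with the estimated correlation. So did the cascade of receptor 3, the MyD88-independent and TRIF-mediated sets of receptors 3 and 4, and activated receptor 4 signalling. Their adjusted p-values from camera with the estimated correlation ran from 0.0101 to 0.0125. The cascades of receptors 2, 5, 7 with 8, 9 and 10 passed with the preset correlation but not with the estimated one (adjusted p from 0.0552 to 0.0870 from camera). The sets of MAP kinase activation, IRF7 activation and IKK recruitment by these receptors passed with neither (adjusted p from 0.0611 to 0.881 from camera with the preset correlation). A list of 32 Toll-like receptor signalling genes had a median of 0.28, with 18 genes changed upward and 2 downward. Of 22 chemokine ligands, 20 were higher with palmitate and 19 were called, with 19 called when adjusted over the list alone. Their median log2 fold change was 3.82, or 3.22 with the 3 ligands at the counting floor in BSA (control) set to their bound. With IL-1β the chemokine ligands had a median of 1.79 and 17 of 22 were higher.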

Enrichment in Toll-like receptor signaling and chemokine pathways were also observed which fits with the inflammatory gene expression changes in Fig. 1A and Fig S1B. 

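A list of 17 genes of pyruvate transport and pyruvate dehydrogenase control had a median log2 fold change of 0.06 with palmitate, 10 genes higher and 7 lower. It was not called by camera (adjusted p = 0.818 after Benjamini-Hochberg adjustment) but was by fry (adjusted p = 0.0286), with 5 genes changed upward and 5 downward. Pyruvate metabolism (19 genes, median 0.14) and Regulation of pyruvate dehydrogenase PDH complex (12 genes, 0.03) of Reactome were not called either, with adjusted p-values of 0.666 and 0.911 from the same camera test. Of the 64 genes of Respiratory electron transport, 32 were higher and 32 lower. Mitochondrial Fatty Acid Beta-Oxidation was among the lower sets, with all 15 genes lower and a median of -0.14 (adjusted p = 0.00364 from camera with Benjamini-Hochberg adjustment, 0.165 with the estimated correlation). Among 26 PPAR target genes, which respond to fatty acids, 24 were lower with palmitate (median -0.25), whereas 22 were higher with IL-1β (median 0.35). Neither mitochondrial dynamics nor cytochrome c release was tested as a list.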

Along with these, several metabolic and mitochondrial pathways were altered, including pyruvate transport, regulation of pyruvate decarboxylation to Acetyl-CoA, and mitochondrial dynamics along with apoptosis processes such as cytochrome c release, indicating disrupted mitochondrial homeostasis. Pathways related to redox balance and oxidative stress, including superoxide and glutathione metabolism, were enriched, indicating increased oxidative stress under these conditions (Fig. 1B).

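A list of 38 genes of glutathione and superoxide metabolism had a median log2 fold change of 0.06 with palmitate, with 22 genes higher and 16 lower. It passed with the preset correlation (adjusted p = 0.0253 from camera with Benjamini-Hochberg adjustment) but not with the estimated one (0.0971). Over all genes tested 12 of them were changed upward and 5 downward, against 18 called when adjusted over the list alone. Glutathione conjugation of Reactome had 12 of 22 genes higher (adjusted p = 0.0821 from the same camera test). Of 20 targets of NRF2, the transcription factor that answers oxidative stress, 19 were higher with palmitate and 17 were changed. Their median log2 fold change was 0.76 with palmitate, 0.35 with IL-1β and 0.99 with palmitate + IL-1β.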

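For purines, a list of 22 genes of purine nucleotide synthesis had a median log2 fold change of 0.15 with palmitate, with 11 genes changed upward and 4 downward. It was not called by camera (adjusted p = 0.103 after Benjamini-Hochberg adjustment), with the preset correlation or the estimated one (0.450), but was by fry (1.1e-05). An extended list of 23 genes of extracellular purine signalling had 12 genes higher and 11 lower, a median of 0.03 and an adjusted p of 0.403 from the same camera test. In Reactome, Purine metabolism (31 genes, median 0.06) had an adjusted p of 0.365, Purine ribonucleoside monophosphate biosynthesis (12 genes, 0.18) 0.110 and Purine salvage (12 genes, 0.01) 0.713, all from camera with Benjamini-Hochberg adjustment. Fry called the extended list (8.3e-07) and the Reactome sets, with adjusted p of 2.0e-06, 2.3e-05 and 5.8e-08 in that order. The AMP deaminase Ampd3, of whose transcript 19.8% overlaps B430319F04Rik, rose from 38.1 ± 2.16 CPM (SD, n = 4) to 171 ± 5.68 CPM with palmitate and 251 ± 6.65 CPM with both agents. Its log2 fold change with palmitate was 2.17 (standard error 0.05, adjusted p = 6.5e-27 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).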

Importantly, processes related to purine nucleotide metabolism and adenosine pathways, such as purine nucleotide biosynthetic process and adenosine catabolic process, were also significantly affected, supporting the identified suppression of Cd73-mediated purinergic signaling in Fig. 1A and Fig S1B. Enrichment of pathways involved in ER transport, calcium-mediated signaling, and ion homeostasis suggests activation of ER stress and integrated stress responses. Together, these data demonstrate that inflammatory and metabolic stress are concomitant and correlated with coordinated alterations in immune activation, mitochondrial function, oxidative stress, and purinergic signaling.

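Of the ER stress lists, 30 targets of ATF4 had a median log2 fold change of 0.13 with palmitate, 20 higher and 10 lower, and were not called by camera (adjusted p = 0.103 after Benjamini-Hochberg adjustment) but were by fry (4.9e-07). The 27 targets of ATF6 and XBP1 had a median of 0.04 and an adjusted p of 0.805 from the same camera test. The Unfolded Protein Response set of Reactome had 9 of 14 genes higher and an adjusted p of 0.469. With IL-1β the ATF4 targets had a median of 0.09 and an adjusted p of 1.2e-04, and with palmitate + IL-1β a median of 0.17 and an adjusted p of 0.00289 from the same camera test. With the estimated correlation these were 0.0270 with IL-1β, still under 0.05, and 0.0887 with palmitate + IL-1β, not under it. No list of ER transport, calcium signaling or ion homeostasis genes was tested here.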

#### Validation of transcriptomic findings reveals dysregulation of the CD73-adenosine-A2aR axis

To validate RNA-seq results (Fig. 1), we assessed key components of the purinergic pathway in all experimental groups. Palmitate alone did not noticeably change Cd73 mRNA levels, while the decrease seen with IL-1β was more significant when palmitate + IL-1β was added (Fig. 2A). In contrast, Cd73 protein levels were significantly reduced following palmitate exposure, as shown by immunoblot analysis (Fig. 2B) and respective densitometric quantification (Fig. 2C). The adenosine A2aR protein expression was increased under these conditions. Immunoblot analysis showed higher A2aR levels following palmitate and IL-1β treatment (Fig. 2D), as reflected in densitometric analysis (Fig. 2E), suggesting a possible compensatory increase in adenosine receptor signaling, possibly due to low Cd73 levels. To assess the functional consequence of these changes, extracellular adenosine levels were measured. Although Cd73 and A2aR expression were altered, extracellular adenosine levels showed no significant difference following palmitate or IL-1β treatment (Fig. 2F). Together, these results validate the transcriptomic findings and highlight a shift in purinergic signaling, marked by reduced Cd73 expression in the presence of palmitate-induced metabolic stress and increased A2aR levels in mGF.

### Palmitate leads to lipid accumulation in mGF and enhances the IL-1β-induced inflammatory response.

To assess the lipid uptake by mGF, Oil Red O staining was used to evaluate lipid accumulation in mGF treated with BSA (control), palmitate, IL-1β, or IL-1β + palmitate. As expected, IL-1β treatment alone did not induce remarkable lipid accumulation while palmitate treatment resulted in a marked increase in intracellular lipid accumulation, as evidenced by enhanced Oil Red O staining (Fig. 3A). The co-treatment with IL-1β and palmitate showed a similar increase in lipid deposition as observed with palmitate alone, confirming that palmitate effectively induces a lipotoxic state in mGF. Corroborating Fig. 1, we confirmed bulk RNAseq data for the inflammatory response showing that IL-1β stimulation led to the upregulation of pro-inflammatory genes, including Cxcl1 (Fig. 3B), Cxcl2 (Fig. 3C), and Il6 (Fig. 3D) which was even stronger and more significant with the addition of palmitate. In other words, palmitate increased the expression of IL-1 β-induced inflammatory genes, suggesting that metabolic and inflammatory stress act together as suggested in our bulk RNA-seq data.

#### Palmitate induces mitochondrial stress regardless of IL-1β treatment in mGF

To evaluate mitochondrial function, we looked at ETC protein levels in mGF under BSA (control), palmitate, IL-1β, or both. Protein levels of multiple ETC complexes were enhanced following palmitate treatment, and this increase was more evident in the presence of IL-1β (Fig. 4A, B), indicating more expression of mitochondrial complexes in the presence of palmitate. Because the expression of the ETC complexes alone is not sufficient to infer about function, we next measured the NAD^+^/NADH ratio as a readout of cellular redox state. Palmitate treatment led to a reduction in the NAD^+^/NADH ratio, both in IL-1β-treated and untreated cells (Fig. 4C), suggesting accumulation of oxidative stress. To determine whether oxidative stress was increased, protein oxidation was assessed using an OxyBlot assay. We observed increased protein oxidation in palmitate-treated cells compared to control (Fig. 4D). CellROX staining also showed higher ROS levels under the same conditions (Fig. 4E). Co-staining with MitoTracker showed that this increase in ROS was associated with mitochondria, supporting the presence of mitochondrial oxidative stress (Fig. 4E).

### Palmitate alters ER and mitochondrial structure and activates PERK-ATF4 signaling.

We observed increased levels of ETC complex proteins, which may reflect changes in mitochondrial structure or function. To better understand this, we next examined ultrastructural changes by electron microscopy. In palmitate and IL-1β + palmitate-treated cells, the ER appeared expanded, with increased intracisternal space compared with control (Fig. 5A). Mitochondria in these cells also showed a swollen, stressed morphology. Higher magnification images highlighted regions where ER and mitochondria were closely associated, suggesting altered ER mitochondrial interactions which is a visual sign of ER stress.

To examine ER stress signaling, we measured PERK activation. Palmitate treatment increased Perk phosphorylation compared to control, and this effect was maintained in the presence of IL-1β (Fig. 5B, C). We next looked at Atf4 and pEiF2 α protein levels, which are downstream markers of the Perk pathway. ATF4 and phosphorylated eIF2α levels were higher with palmitate treatment (Fig. 5D, E), consistent with activation of the Perk-mediated ER stress response. Together these results suggest that palmitate induces ER and mitochondrial ultrastructural changes via Perk-Atf4 ER stress signaling pathway.

#### Adenosine attenuates palmitate-induced mitochondrial dysfunction and ER stress in mGF

We further evaluated mitochondrial function by real-time metabolic seahorse analysis. Palmitate affected maximal mitochondrial respiration, increasing proton leak in mGF. The observed increase in oxygen consumption associated with proton leak in palmitate-treated cells suggests reduced mitochondrial efficiency (Fig. 6A, B).

Given the link between mitochondrial dysfunction and ER stress, we next examined the effect of adenosine in activation of the PerK pathway. Palmitate-induced levels of phosphorylated Perk and Atf 4 were reduced in the presence of adenosine (Fig. 6C–D), suggesting a decrease in ER stress signaling. Further supporting evidence for protective role of adenosine against palmitate-induced cellular stress was observed by CellROX staining (Fig. 6E). Intracellular ROS levels were higher in palmitate-treated mGF. This increase was reduced in the presence of adenosine, with lower fluorescence intensity compared to palmitate alone (Fig. 6E).

### Adenosine preserves ER-mitochondrial structure and reduces palmitate-induced ultrastructural changes in mGF.

Transmission electron microscopy images showed changes in cell structure after palmitate treatment. Compared to vehicle, palmitate-treated mGF had disrupted ER and mitochondrial morphology, with more areas where the ER and mitochondria appeared closely associated (Fig. 5). With adenosine, the overall structure looked more preserved, with clearer ER and mitochondrial organization and fewer regions of close association (Fig. 7A, B). At higher magnification, palmitate-treated cells showed swollen mitochondria and expanded ER compartments, whereas these features were not present with adenosine treatment.

## Discussion

In this study, we demonstrate that palmitate-induced metabolic stress profoundly alters purinergic signaling, mitochondrial homeostasis, and ER stress responses in gingival fibroblasts, while simultaneously amplifying IL-1β-driven inflammatory signaling. Mechanistically, our data support a model in which lipotoxic stress suppresses the Cd73–adenosine axis, promotes oxidative and mitochondrial dysfunction, activates the Perk–eIF2α–Atf4 pathway of the unfolded protein response (UPR), and enhances inflammatory responsiveness. Importantly, extracellular adenosine restored mitochondrial and ER integrity, indicating that extracellular purinergic signaling functions as a protective pathway against lipotoxic injury and metabolic stress in gingival fibroblasts.

A central finding of this study is the suppression of Cd73-dependent purinergic signaling under palmitate exposure. The ectoenzyme Cd73 (Nt5e) is a critical ectonucleotidase that converts extracellular AMP into adenosine, thereby regulating anti-inflammatory and tissue-protective signaling through adenosine receptors, particularly A2aR and A2bR adenosine receptors. Reduced Cd73 expression following palmitate and IL-1β exposure suggests that metabolic stress impairs the ability of gingival fibroblasts to generate extracellular adenosine. This observation is consistent with previous studies showing that obesity-associated lipotoxicity and chronic inflammation dysregulate nucleotide metabolism[30, 31] and compromise adenosinergic immunoregulation[16]. Downregulation of additional purinergic genes, including Entpd1 (Cd39), Ada, Adk, Adora2a and Adora2b, further indicates broad disruption of extracellular nucleotide turnover and receptor responsiveness.

Interestingly, despite reduced Cd73 protein expression, extracellular adenosine concentrations were not significantly altered. This may reflect compensatory mechanisms that maintain extracellular adenosine homeostasis despite impaired enzymatic generation. For example, intracellular adenosine release through nucleoside transporters or reduced adenosine catabolism may buffer extracellular levels transiently[32]. Alternatively, extracellular adenosine measurements may not fully capture the altered levels because of methodological limitations and due to the extremely short half-life of this nucleoside[33]. Notably, A2a receptor protein expression increased following palmitate and IL-1β treatment, potentially representing a compensatory response aimed at preserving anti-inflammatory signaling under conditions of reduced adenosine availability. Similar compensatory receptor upregulation has been reported during inflammatory and metabolic stress in other cell types such as T cells [15].

Palmitate also markedly potentiated IL-1β-induced inflammatory expression, including Cxcl1, Cxcl2, Cxcl5, Ccl2, and Il6. Saturated fatty acids such as palmitate are well-established activators of inflammatory pathways through mechanisms involving Toll-like receptor 4, NF-κB activation, ROS generation, and inflammasome signaling [34, 35]. The enrichment of Toll-like receptor signaling and leukocyte chemotaxis pathways observed in GO analysis strongly supports this mechanism. Importantly, our findings suggest that metabolic stress enhances gingival fibroblasts hyper-inflammatory profile rather than acting solely as an independent inflammatory trigger. This synergistic interaction between lipotoxicity and cytokine signaling may be particularly relevant in obesity-associated periodontal inflammation, where elevated circulating fatty acids coexist with chronic inflammatory mediators [12, 36].

Mitochondrial dysfunction emerged as a major consequence of palmitate exposure[37]. In this study, transcriptomic analysis revealed altered expression of genes associated with the electron transport chain (ETC), mitochondrial dynamics, pyruvate metabolism, and oxidative stress pathways. Although ETC protein levels increased following palmitate treatment, Seahorse analysis demonstrated increased proton leak and impaired mitochondrial efficiency, indicating that elevated ETC abundance does not necessarily translate into improved oxidative phosphorylation capacity[38]. This apparent discrepancy may reflect increased ETC protein expression due to early lipotoxic stress which can be often accompanied by inefficient electron transport and enhanced electron leakage [8]. The reduction in the NAD+/NADH ratio together with increased protein oxidation and mitochondrial ROS strongly supports the presence of mitochondrial oxidative stress[39]. The observed increase in mitochondrial ROS by CellROX/MitoTracker co-localization further suggests that mitochondria are a major source of oxidative stress in palmitate-treated mGF. Elevated ROS can damage mitochondrial DNA, proteins, and membrane lipids, further perpetuating mitochondrial dysfunction and inflammatory signaling[40]. Moreover, oxidative stress is closely linked to activation of ER stress pathways[41], particularly the PERK branch of the UPR[42].

Indeed, our ultrastructural and biochemical analyses demonstrated robust activation of ER stress signaling in response to palmitate. Transmission electron microscopy revealed ER dilation and swollen mitochondria, classical morphological features associated with unresolved ER stress and mitochondrial injury [8, 43]. Increased ER–mitochondrial proximity observed in palmitate-treated cells may indicate altered mitochondria-associated membrane (MAM) dynamics [24]. MAMs serve as critical signaling platforms coordinating calcium transfer, lipid metabolism, mitochondrial dynamics, and apoptotic signaling between the ER and mitochondria [23]. Under pathological conditions, excessive ER-mitochondrial coupling can exacerbate calcium overload and mitochondrial ROS production[44], thereby amplifying cellular stress responses.

At the molecular level, palmitate activated the PERK–eIF2α–ATF4 pathway, as evidenced by increased PERK phosphorylation and elevated ATF4 and phospho-eIF2α levels. PERK activation is a hallmark adaptive response to ER stress that transiently attenuates protein translation while selectively promoting stress-responsive transcriptional programs through ATF4 [45]. Sustained activation of this pathway, however, contributes to oxidative stress, metabolic dysfunction, and inflammatory signaling. Upregulation of Slc7a11(xCT) in the transcriptomic analysis and protein validation is also notable, as this transporter is commonly induced downstream of ATF4 to support glutathione synthesis and redox adaptation[46]. The enrichment of glutathione metabolism and superoxide pathways further supports activation of integrated stress response mechanisms aimed at counteracting oxidative injury [27].

Importantly, extracellular adenosine exerted significant protective effects against palmitate-induced stress responses. Adenosine reduced PERK phosphorylation, decreased ATF4 activation, attenuated ROS accumulation, improved mitochondrial respiratory efficiency, and preserved ER and mitochondrial ultrastructure. These findings align with previous reports demonstrating that adenosine signaling can limit oxidative stress[47] and mitochondrial dysfunction[17] in addition to its well-known role in suppression of inflammatory signaling pathways [14, 19]. Activation of A2A receptors has also been shown to inhibit ER stress-mediated apoptosis and reduce ROS production in multiple cell types [14, 19]. The protective effects of adenosine on ER–mitochondrial architecture are particularly intriguing. Excessive ER–mitochondrial contacts have been implicated in metabolic diseases, including obesity, diabetes, and fatty liver disease, where they contribute to calcium dysregulation and mitochondrial injury [24]. Our ultrastructural observations suggest that adenosine may help normalize ER–mitochondrial communication during lipotoxic stress, thereby reducing propagation of stress signals between these organelles.

Given the limitations of an in vitro experimental setting, collectively, these findings support a mechanistic model in which palmitate-induced lipotoxicity disrupts mitochondrial metabolism and extracellular purinergic signaling, leading to oxidative stress, Perk-dependent ER stress activation, and heightened inflammatory responsiveness in gingival fibroblasts. Reduced Cd73 expression may diminish adenosine-mediated tissue protection, thereby exacerbating mitochondrial and ER dysfunction. Restoration of adenosine signaling attenuates these pathological responses, highlighting the Cd73-adenosine axis as a potential therapeutic target for metabolic inflammation in periodontal tissues. Ongoing experiments in our lab are focused on the in vivo validation in models of obesity-associated periodontal disease to confirm the translational relevance of these findings.

## Supplementary Material

Supplementary Files

This is a list of supplementary files associated with this preprint. Click to download.

- Supplementarypalmitatepaper.pdf

## Figures and Tables

**Figure 1:**
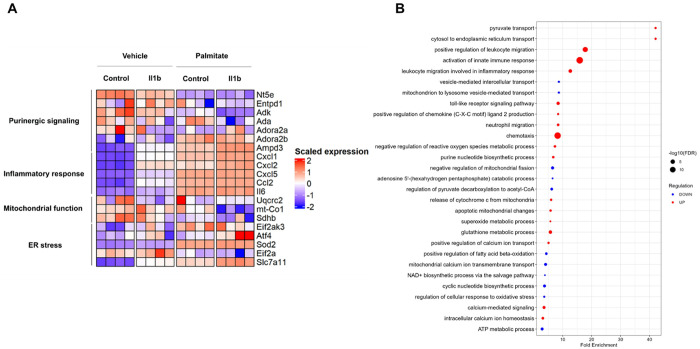
Palmitate-induced metabolic dysregulation decreases CD73 and increases inflammatory chemokines and mitochondrial stress genes in murine gingival fibroblasts (mGF). (A) Heatmap of bulk RNAseq analysis showing the 20 most significant genes regulated in mGFs stimulated with or without palmitate (200μM) in the presence or absence of 1ng/mL IL-1β for 24h. Blue shades demonstrate downregulation of Nt5e (Cd73) in palmitate-stimulated mGF regardless of IL-1β challenge. Red color corresponds to upregulated mRNA expression for most genes related to inflammatory response and mitochondrial metabolism. (B) Gene ontology analysis of activate and suppressed pathways comparing Control mGF and Palmitate-stimulated mGF.

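Of the 20 genes of Fig. 1A, 19 passed the expression filter and Adora2a did not. Between palmitate and BSA (control), 13 were changed over all genes tested, 10 higher and 3 lower, and 13 when adjusted over the list alone. The 20 genes were chosen by the study on these libraries, so the latter count is not independent evidence. With IL-1β 9 were changed, and with palmitate + IL-1β 16 were (17 adjusted over the list alone), 11 higher and 5 lower. A test of any difference among the 4 conditions called 17 of the 19. By p-value 4 of the 20 were among the 20 genes with the smallest p, both for palmitate against BSA (control) and for any difference.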

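Among the 31 Reactome sets lower with palmitate, the smallest p belonged to 2 sets with the same 12 genes, Adenylate cyclase inhibitory pathway and Inhibition of adenylate cyclase pathway, with a median log2 fold change of -0.36 and 11 genes lower. WNT ligand biogenesis and trafficking (16 genes, median -0.26) and Inositol phosphate metabolism (40 genes, -0.15) followed with the beta-oxidation set. With the estimated correlation these sets had adjusted p-values from 0.0511 to 0.194 (camera with Benjamini-Hochberg adjustment), so none of them passed.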

**Figure 2:**
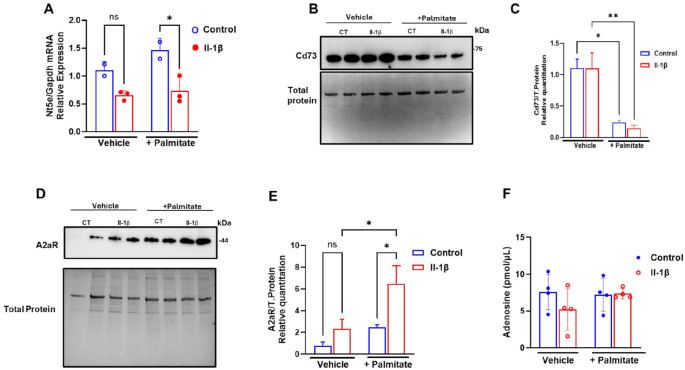
Palmitate stimulation decreases ectonucleotidase Cd73 and increases adenosine A2a receptor by IL-1β-stimulated mGF. (A) The ectonucleotidases Cd73 mRNA expression after 6h and (B) immunoblot in mGF challenged with palmitate (200μM) or BSA (vehicle) with or without 1ng/mL of Il-1β for 24h. (C) Densitometry analysis show relative Cd73 quantitation compared to total protein. (D) Immunoblot and (E) respective densitometric analysis of adenosine receptor A2a in mGF challenged with palmitate (200μM) or BSA (vehicle) with or without 1ng/mL of Il-1β for 24h. (F) Adenosine levels in mGF challenged with palmitate (200μM) or BSA (vehicle) with or without 1ng/mL of Il-1β for 24h. Data are presented as mean ± S.D. (*p <0.05; **p <0.01).

**Figure 3:**
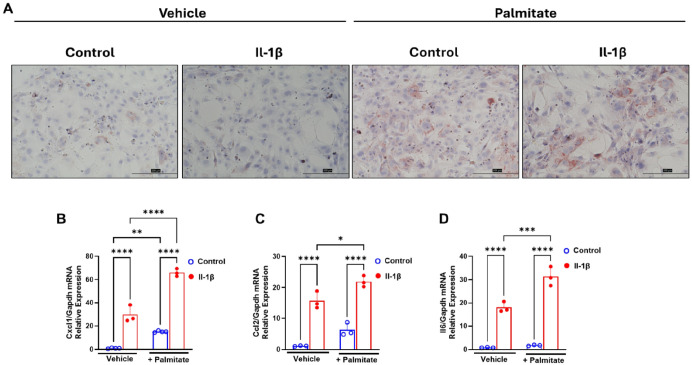
Palmitate stimulation leads to fat accumulation (lipid droplets content) intracellularly in mGF and increases IL-1β-induced inflammatory cytokines such as CxCl1, Ccl2 and Il-6. (A) Oil Red O Staining demonstrate detected lipid content stained in red inside palmitate-stimulated mGF with and without Il-1β (1ng/mL). Relative quantitative mRNA levels of (B)Cxcl1 (C) Ccl2 and (D) Il-6 in mGF stimulated with Vehicle (BSA) or Palmitate (200μM) in the presence or absence of Il-1β (1ng/mL) for 6h. Data are presented as mean ± S.D. (*p <0.05; **p <0.01; ***p<0.001; ****p<0.0001).

**Figure 4:**
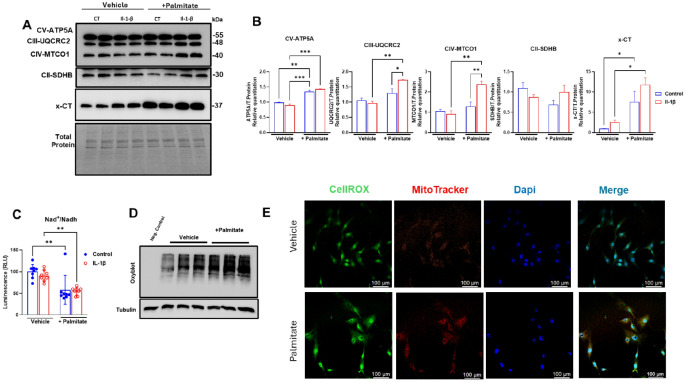
Palmitate leads to mitochondrial stress in Il-1β-stimulated cells. **(A)** Mitochondrial electron transport chain (ETC) complexes expression in mGF stimulated with Vehicle (BSA) or Palmitate (200μM) in the presence or absence of Il-1β(1ng/mL) for 24h. (B) Densitometry analysis of mitochondrial ETC complex subunits shown in Figure 4A. **(C)** Nad^+^/Nadh ratio of mGF stimulated with Vehicle (BSA) or Palmitate (200μM) in the presence or absence of Il-1β(1ng/mL) for 24h. **(D)** Immunoblot detection of oxidative reactions through Oxyblot Protein Oxidation kit comparing mGF extracts with Vehicle (BSA) or Palmitate (200μM) for 6h. **(E)** Immunofluorescence staining for total ROS through CellROX (green) and mitochondria via Mitotracker staining (red) for mGF stimulated with Vehicle (BSA) or Palmitate (200μM) for 6h. Nuclei of mGF counterstained with Dapi (blue). Data are presented as mean ± S.D. (*p <0.05; **p <0.01; ***p<0.001).

**Figure 5:**
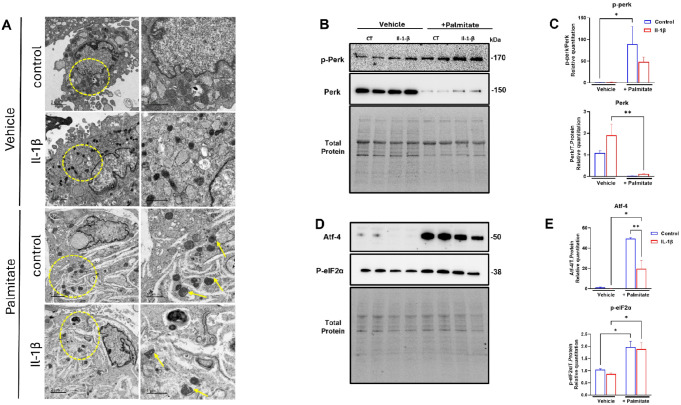
Palmitate affects endoplasmic reticulum and mitochondrial structure by inducing expansion of intracisternal space of ER and leading to swollen mitochondria via Perk/Atf-4 pathway. **(A)** Electron microscopy images from Vehicle or Palmitate-stimulated mGF with or without Il-1β(1ng/mL) for 24h. Left panel images show cells in low magnification and right panel images show high magnification closeup areas indicated by the dashed yellow circle. Yellow arrows point to areas of ER-mitochondrial tethering with evidence of swollen stressed mitochondria. **(B)**Immunoblot of p-Perk and total Perk in mGF challenged with palmitate (200μM) or BSA (vehicle) with or without 1ng/mL of Il-1β for 24h with the respective **(C)** densitometry analysis of p-Perk relative to total Perk and Total Perk relative to total Protein as a loading control. **(D)**Immunoblot of Atf-4 and p-eiF2α in mGF challenged with palmitate (200μM) or BSA (vehicle) with or without 1ng/mL of Il-1β for 24h with the respective **(E)** densitometry analysis relative to Total protein levels. Data are presented as mean ± S.D. (*p <0.05; **p <0.01).

**Figure 6:**
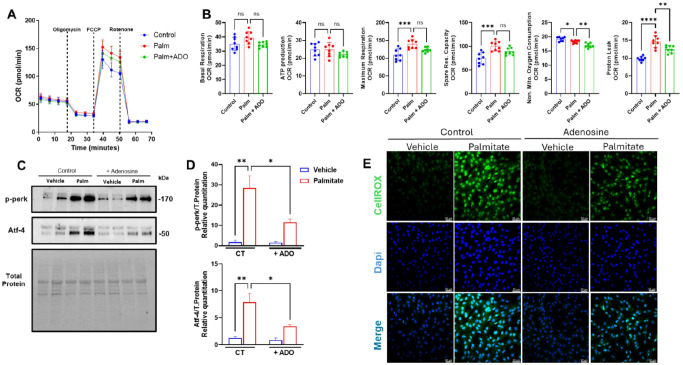
Adenosine reduces the increased proton leak induced by palmitate in mGF and dampens markers of ER stress p-Perk and Atf-4. **(A)** Seahorse analysis of Oxygen Consumption Rate (OCR) of mGF during Mito Stress Test in the presence of absence of Palmitate (200μM) with or without 100μM adenosine (ADO) for 6h. (B) Representative graphs of Mito Stress test parameters between control, Palmitate (Palm) or Palmitate+Adenosine (Palm+ADO). **(C)** Immunoblot for p-Perk and Atf-4 of mGF in the presence or absence of Palmitate (200μM) with or without 100μM adenosine (ADO) for 24h. Densitometry analysis of **(D)** p-Perk and Atf-4 relative to the total protein as a loading control. Data are presented as mean ± S.D. (*p <0.05; **p <0.01). **(E)** Immunofluorescence staining for total ROS through CellROX (green) for mGF stimulated with Vehicle (BSA) or Palmitate (200μM) for 6h. Nuclei of mGF counterstained with Dapi (blue).

**Figure 7:**
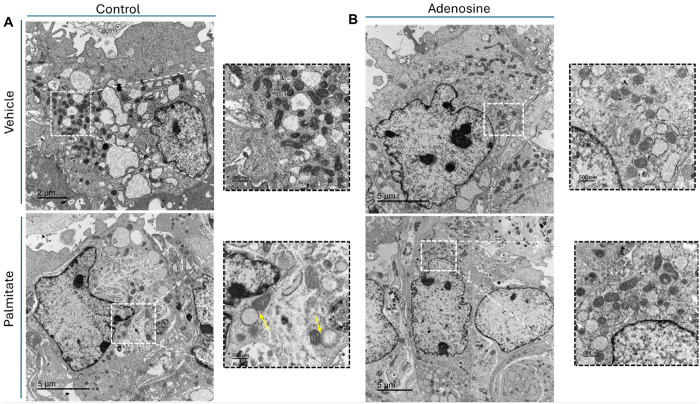
Adenosine prevents palmitate-induced signs of metabolic stress through reversing ER-mitochondria tethering and preservation of ER-mitochondrial structure. Transmission electron microscopy images of mGF in the presence or absence of **(A)** Vehicle (BSA) or Palmitate (200μM) **(B)** with or without 100μM adenosine (ADO) for 6h. Corresponding high magnification white dashed areas are shown in detail. Yellow arrows indicate regions of ER-mitochondrial tethering.

## Data Availability

The bulk RNA-seq dataset generated in this study is available through public repository NCBI Gene Expression Omnibus (GEO). The GEO ID is GSE334095.

## References

[1] PihlstromB. L., MichalowiczB. S., and JohnsonN. W.. 2005. Periodontal diseases Lancet 366(9499):1809–1820. 10.1016/s0140-6736(05)67728-816298220

[2] SaitoT., and ShimazakiY.. 2007. Metabolic disorders related to obesity and periodontal disease.Periodontol 2000, 43, 254–266, 10.1111/j.1600-0757.2006.00186.x17214843

[3] ListenbergerL. L. 2003. Triglyceride accumulation protects against fatty acid-induced lipotoxicity. Proc Natl Acad Sci U S A 100(6):3077–3082. 10.1073/pnas.063058810012629214 PMC152249

[4] ErtuncM. E., and HotamisligilG. S.. 2016. Lipid signaling and lipotoxicity in metaflammation: indications for metabolic disease pathogenesis and treatment. Journal Of Lipid Research 57(12):2099–2114. 10.1194/jlr.R06651427330055 PMC5321214

[5] CnopM., FoufelleF., and VellosoL. A.. 2012. Endoplasmic reticulum stress, obesity and diabetes. Trends In Molecular Medicine 18(1):59–68. 10.1016/j.molmed.2011.07.01021889406

[6] LyL. D. 2017. Oxidative stress and calcium dysregulation by palmitate in type 2 diabetes.Exp Mol Med, 49, (2), e291. 10.1038/emm.2016.15728154371 PMC5336562

[7] SchönfeldP., and WojtczakL.. 2008. Fatty acids as modulators of the cellular production of reactive oxygen species. Free Radical Biology And Medicine 45(3):231–241. 10.1016/j.freeradbiomed.2008.04.02918482593

[8] ArrudaA. P., PersB. M., ParlakgülG., GüneyE., InouyeK., and HotamisligilG. S.. 2014. Chronic enrichment of hepatic endoplasmic reticulum-mitochondria contact leads to mitochondrial dysfunction in obesity. Nature Medicine 20(12):1427–1435. 10.1038/nm.3735PMC441203125419710

[9] SuvanJ., D’AiutoF., MolesD. R., PetrieA., and DonosN.. 2011. Association between overweight/obesity and periodontitis in adults. A systematic review. Obesity Reviews 12(5):e381–404. 10.1111/j.1467-789X.2010.00808.x21348914

[10] KellerA., RohdeJ. F., RaymondK., and HeitmannB. L.. 2015. Association between periodontal disease and overweight and obesity: a systematic review. Journal Of Periodontology 86(6):766–776. 10.1902/jop.2015.14058925672656

[11] RogersL. M. 2020. Palmitate induces apoptotic cell death and inflammasome activation in human placental macrophages.Placenta, 90, 45–51, 10.1016/j.placenta.2019.12.00932056551 PMC7034939

[12] PamukF., and KantarciA.. 2022. Inflammation as a link between periodontal disease and obesity.Periodontol 2000, 90, (1), 186–196, 10.1111/prd.1245735916870

[13] AntonioliL., BlandizziC., PacherP., and HaskóG.. 2013. Immunity, inflammation and cancer: a leading role for adenosine. Nature Reviews Cancer 13(12):842–857. 10.1038/nrc361324226193

[14] HaskóG., LindenJ., CronsteinB., and PacherP.. 2008. Adenosine receptors: therapeutic aspects for inflammatory and immune diseases. Nature Reviews. Drug Discovery 7(9):759–770. 10.1038/nrd263818758473 PMC2568887

[15] OhtaA., and SitkovskyM.. 2014. Extracellular adenosine-mediated modulation of regulatory T cells.Front Immunol, 5, 304, 10.3389/fimmu.2014.0030425071765 PMC4091046

[16] AntonioliL., PacherP., ViziE. S., and HaskoG.. 2013.CD39 and CD73 in immunity and inflammation. Trends Mol Med, 19, (6), 355–367, 10.1016/j.molmed.2013.03.00523601906 PMC3674206

[17] MorandiniA. C., DawsonS., PaladinesN., AdamsN., and Ramos-JuniorE. S.. 2025. Adenosine A2a Receptor Stimulation Mitigates Periodontitis and Is Mitoprotective in Gingival Fibroblasts Promoting Cellular Resilience.Cells, 14, (16), 10.3390/cells14161266PMC1238418940862745

[18] CekicC., and LindenJ.. 2016. Purinergic regulation of the immune system. Nature Reviews Immunology 16(3):177–192. 10.1038/nri.2016.426922909

[19] AntonioliL., PacherP., and HaskóG.. 2022. Adenosine and inflammation: it’s time to (re)solve the problem. Trends In Pharmacological Sciences 43(1):43–55. 10.1016/j.tips.2021.10.01034776241

[20] Ramos-JuniorE. S. 2023. The protective role of CD73 in periodontitis: preventing hyper-inflammatory fibroblasts and driving osteoclast energy metabolism. Front Oral Health 4:1308657. 10.3389/froh.2023.130865738152410 PMC10751373

[21] EltzschigH. K., BonneyS. K., and EckleT.. 2013. Attenuating myocardial ischemia by targeting A2B adenosine receptors. Trends In Molecular Medicine 19(6):345–354. 10.1016/j.molmed.2013.02.00523540714 PMC3674126

[22] PaladinesN. 2023. Metabolic reprogramming through mitochondrial biogenesis drives adenosine anti-inflammatory effects: new mechanism controlling gingival fibroblast hyper-inflammatory state. Frontiers In Immunology 14:1148216. 10.3389/fimmu.2023.114821637350964 PMC10282177

[23] CsordásG., WeaverD., and HajnóczkyG.. 2018. Endoplasmic Reticulum-Mitochondrial Contactology: Structure and Signaling Functions. Trends In Cell Biology 28(7):523–540. 10.1016/j.tcb.2018.02.00929588129 PMC6005738

[24] TubbsE., and RieussetJ.. 2017. Metabolic signaling functions of ER-mitochondria contact sites: role in metabolic diseases. Journal Of Molecular Endocrinology 58(2):R87–r106. 10.1530/jme-16-018927965371

[25] HetzC. 2012. The unfolded protein response: controlling cell fate decisions under ER stress and beyond. Nature Reviews Molecular Cell Biology 13(2):89–102. 10.1038/nrm327022251901

[26] HardingH. P. 2003. An integrated stress response regulates amino acid metabolism and resistance to oxidative stress. Molecular Cell 11(3):619–633. 10.1016/s1097-2765(03)00105-912667446

[27] Pakos-ZebruckaK., KorygaI., MnichK., LjujicM., SamaliA., and GormanA. M.. 2016. The integrated stress response. Embo Reports 17(10):1374–1395. 10.15252/embr.20164219527629041 PMC5048378

[28] RozpedekW., PytelD., MuchaB., LeszczynskaH., DiehlJ. A., and MajsterekI.. 2016. The Role of the PERK/eIF2α/ATF4/CHOP Signaling Pathway in Tumor Progression During Endoplasmic Reticulum Stress. Current Molecular Medicine 16(6):533–544. 10.2174/156652401666616052314393727211800 PMC5008685

[29] UrraH., DufeyE., AvrilT., ChevetE., and HetzC.. 2016. Endoplasmic Reticulum Stress and the Hallmarks of Cancer. Trends Cancer 2(5):252–262. 10.1016/j.trecan.2016.03.00728741511

[30] LiuD. 2026. Nucleotide metabolic rewiring enables NLRP3 inflammasome hyperactivation in obesity.Science, 391, (6782), eadq9006, 10.1126/science.adq900641538457 PMC13034487

[31] CsokaB. 2014. A2B adenosine receptors prevent insulin resistance by inhibiting adipose tissue inflammation via maintaining alternative macrophage activation.Diabetes, 63, (3), 850–66. 10.2337/db13-057324194503 PMC3931402

[32] LofgrenL., PehrssonS., HagglundG., TjellstromH., and NylanderS.. 2018. Accurate measurement of endogenous adenosine in human blood. PLoS One 13(10):e0205707. 10.1371/journal.pone.020570730359421 PMC6201894

[33] RamakersB. P. 2008. Measurement of the endogenous adenosine concentration in humans in vivo: methodological considerations. Current Drug Metabolism 9(8):679–685. 10.2174/13892000878604924918855606

[34] ShiH., KokoevaM. V., InouyeK., TzameliI., YinH., and FlierJ. S.. 2006. .TLR4 links innate immunity and fatty acid-induced insulin resistance. J Clin Invest 116(11):3015–3025. 10.1172/jci2889817053832 PMC1616196

[35] WenH. 2011. Fatty acid-induced NLRP3-ASC inflammasome activation interferes with insulin signaling. Nature Immunology 12(5):408–415. 10.1038/ni.202221478880 PMC4090391

[36] Ramirez-TortosaM. C. 2010. Periodontitis is associated with altered plasma fatty acids and cardiovascular risk markers. Nutrition, Metabolism, And Cardiovascular Diseases: Nmcd 20(2):133–139. 10.1016/j.numecd.2009.03.00319500957

[37] ZhangX., MaoM., and ZuoZ.. 2022. Palmitate Induces Mitochondrial Energy Metabolism Disorder and Cellular Damage via the PPAR Signaling Pathway in Diabetic Cardiomyopathy. Diabetes Metab Syndr Obes 15:2287–2299. 10.2147/DMSO.S36093135936050 PMC9355343

[38] MorandiniA. C., and Ramos-JuniorE. S.. 2024. Mitochondrial function in oral health and disease. Journal Of Immunological Methods 532:113729. 10.1016/j.jim.2024.11372939067635 PMC12875047

[39] YusriK., JoseS., VermeulenK. S., TanT. C. M., and SorrentinoV.. 2025. The role of NAD(+) metabolism and its modulation of mitochondria in aging and disease. NPJ Metab Health Dis 3(1):26. 10.1038/s44324-025-00067-040604314 PMC12177089

[40] ChenY. S. 2025.ROS homeostasis in cell fate, pathophysiology, and therapeutic interventions. Mol Biomed, 6, (1), 89, 10.1186/s43556-025-00338-841162811 PMC12572517

[41] SantosC. X., TanakaL. Y., WosniakJ., and LaurindoF. R.. 2009. Mechanisms and implications of reactive oxygen species generation during the unfolded protein response: roles of endoplasmic reticulum oxidoreductases, mitochondrial electron transport, and NADPH oxidase. Antioxidants & Redox Signaling 11(10):2409–2427. 10.1089/ars.2009.262519388824

[42] SaptarshiN., PorterL. F., and ParaoanL.. 2022.PERK/EIF2AK3 integrates endoplasmic reticulum stress-induced apoptosis, oxidative stress and autophagy responses in immortalised retinal pigment epithelial cells. Sci Rep, 12, (1), 13324, 10.1038/s41598-022-16909-635922637 PMC9349321

[43] BravoR. 2011. Increased ER-mitochondrial coupling promotes mitochondrial respiration and bioenergetics during early phases of ER stress. Journal Of Cell Science 124(Pt 13):2143–2152. 10.1242/jcs.08076221628424 PMC3113668

[44] FeissnerR. F., SkalskaJ., GaumW. E., and SheuS. S.. 2009. Crosstalk signaling between mitochondrial Ca2 + and ROS. Front Biosci (Landmark Ed) 14(4):1197–1218. 10.2741/330319273125 PMC2683671

[45] HardingH. P., ZhangY., and RonD.. 1999. Protein translation and folding are coupled by an endoplasmic-reticulum-resident kinase.Nature, 397, (6716), 271–4. 10.1038/167299930704

[46] YeP. 2014.Nrf2- and ATF4-dependent upregulation of xCT modulates the sensitivity of T24 bladder carcinoma cells to proteasome inhibition. Mol Cell Biol, 34, (18), 3421–3434, 10.1128/MCB.00221-1425002527 PMC4135628

[47] GholinejadM., Jafari AnarkooliI., TaromchiA., and AbdanipourA.. 2018. Adenosine decreases oxidative stress and protects H(2)O(2)-treated neural stem cells against apoptosis through decreasing Mst1 expression. Biomed Rep 8(5):439–446. 10.3892/br.2018.108329732147 PMC5921220

How the deposited data were processed for this re-analysis (not part of the article)

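Bulk RNA of murine gingival fibroblasts (mGF) was measured in 16 libraries, 4 each of BSA (control), IL-1β (1 ng/mL), palmitate (200 μM) and palmitate + IL-1β, after 24 h. The condition of each library was taken from the labels of the deposited samples, whose library names match the columns of the deposited table, and Fig. 1A of the paper shows the same 4 conditions. All 16 columns were matched, and none was left unmapped.

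The authors demultiplexed the reads with bcl2fastq2, trimmed them with Trimmomatic, aligned them to GRCm39 with STAR and counted them per gene of GENCODE vM33 with HTSeq, by strand. The deposited values are raw counts, neither filtered nor normalized, for 56941 genes, of which 38131 had a count in at least 1 library. The table also held 5 summary rows that name no gene. They made up a median of 19.0% of each library, of which reads in no gene were 13.6%, reads in more than 1 gene 1.30% and reads aligned to more than 1 place 4.16%, and they stayed out of library sizes and tests. Because reads with more than 1 place were not counted, genes with near-identical copies are under-counted. The paper's methods describe an oligo(dT)-primed library, while the labels describe a stranded total RNA kit, which would also capture RNA without a poly(A) tail. The authors tested the counts with DESeq2 and ran gene set enrichment on Gene Ontology with clusterProfiler.

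From the deposited counts, differences between conditions were tested with edgeR 4.0.16 (R 4.3.3), by glmQLFit with robust estimation and glmQLFTest, after TMM normalization and filterByExpr with its defaults for the 4 conditions (minimum count 10, minimum total count 15), which kept 16306 genes. All 16 libraries entered a single fit with a mean per condition and no covariate. The contrasts were each condition against BSA (control), palmitate + IL-1β against each single agent, palmitate against IL-1β, and the interaction of the agents. A gene was called changed at a Benjamini-Hochberg adjusted p under 0.05. Log2 fold changes are those of the fit, and levels are CPM on TMM-scaled library sizes. A fold against a condition at or under 3 counts in each library is given as a lower bound. Counting error sets a floor of 0.0323 to 0.141 CPM per library, and intervals and floors cover counting error only, since PCR copies were not marked.

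The genes named in the text are every gene of Fig. 1A and, for each comparison between conditions, the 3 largest rises and the 3 largest falls among genes past the threshold whose libraries did not overlap and whose average log2 CPM was at least 1. This rule, the gene lists, the design and the alternatives were set before the data were examined. Gene lists were tested with camera (limma 3.58.1, preset correlation 0.01), with the correlation estimated from the libraries and with fry as alternatives. Reactome sets of 10 to 500 tested genes were tested the same way and with fgsea 1.28.0, after matching 14571 of the 16306 genes to Entrez numbers. The estimated correlation and fry were added for Reactome after the data were seen. Gene Ontology was not used here.

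Principal components and distances used log2 CPM (prior count 2) of the 500 most variable genes. The alternatives to the main settings were DESeq2 1.42.0, upper-quartile normalization, no expression filter, at least 10 counts in every library, leaving out mitochondrially encoded and ribosomal RNA genes, fitting only the 8 libraries compared, a log2 fold change above 1, and leaving out each library in turn. Other ways to split the libraries were fitted to count how often they gave as large a result, all 35 for each pair of conditions and 60 draws for the interaction.

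The steps were tested on simulated data, drawn for the real genes from the means and library sizes of the real libraries. Of 196 genes tested with a known change, edgeR called 161 with the right sign and 7 unchanged genes out of 16008 tested, while DESeq2, run on 16306 genes, called 163 and 8. The slope of fitted on true log2 fold changes was 1.00. A raised gene list was called by camera, by camera with the estimated correlation and by fry, and none called any of 50 unchanged lists. Genes were drawn independently and 200 were changed, against 6083 called between palmitate and BSA (control). The simulation therefore does not test the preset correlation, or normalization when many genes change. With no gene changed, edgeR called 0 of 16022 genes.

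Positions were taken from the GENCODE vM39 annotation of the same assembly, GRCm39, where 56323 of the 56941 genes were found. Sequence shared with other genes was searched among its transcripts at 95% identity or more, and the nuclear copy of mitochondrial sequence at 99% or more. The search among transcripts took in both strands, so it includes overlaps on the opposite strand, which counting by strand keeps apart. The qPCR, protein, adenosine and respiration measurements of the paper were not analysed here.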

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

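The tests below were chosen only after the result they bear on had been seen. Conditions are named by the deposited labels.

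Of 92 sets of 4 values checked for a library far from the other 3 of its condition, 5 held one, where about 4.6 would by chance. IL-1β replicate 7 had 31314557 counts on genes against 24376996 to 25347673 in the others, and palmitate replicate 10 had 92752515 against 21234789 to 27076430. On the second principal component BSA (control) replicate 1 lay at -6.64 against -6.37 to -6.32. All BSA (control) libraries lay within the palmitate range of -7.16 to -3.78 on it, and far from the IL-1β libraries at 7.48 to 10.4. Cxcl1 was at 165.6 CPM in IL-1β replicate 7 against 145 to 148 CPM, and Eif2a was at 40.3 CPM in palmitate + IL-1β replicate 15 against 43.7 to 44.2 CPM. A number of 5 among 92 is what chance gives, and no biological explanation was tested. The calls for palmitate did not rest on the deep replicate 10. Without that library 5167 genes were changed between palmitate and BSA (control), and 5062 of these were among the 6083 called with it.

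The effect of palmitate differed with and without IL-1β for 7 genes of Fig. 1A, by the interaction term on the log2 scale. It was smaller with IL-1β for Ampd3 (-0.94), Cxcl1 (-2.69), Cxcl2 (-3.79), Cxcl5 (-3.20), Ccl2 (-2.31) and Slc7a11 (-1.40), all of which rose with each agent alone. A negative term on the log2 scale would also arise if the agents simply added up in transcript number. A candidate explanation is therefore addition on the linear scale. The CPM with both agents was divided by the CPM that addition would give, which is the BSA (control) level plus the change with each agent. Over 27 NF-kB response genes this ratio had a median of 0.874. The ratios ran from 0.589 to 1.17, and 5 of the 27 were above 1. Over 22 chemokine ligands the median was 0.899, from 0.611 to 1.81, with 7 above 1. For the 5 inflammatory genes of the paper the median was 1.11 and 4 of the 5 were above 1, from 0.888 for Ccl2 to 1.31 for Cxcl2. Because the BSA (control) level is part of both sides, the ratio of a gene with a small change lies near 1 whether or not the changes add. Addition would give negative terms of this kind. No ratio is given here for Ampd3 or Slc7a11, so addition is not assessed for these genes. A shared pathway of both agents stays open as a hypothesis and was not tested. The interaction is the same whichever of the single-agent groups is called palmitate.

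For mt-Co1 the term was -0.28, from a fall seen only with both agents. Part of the mitochondrial genome was hardly counted at all. The 6 protein-coding genes that lie wholly within the 4654-base nuclear copy on chromosome 1 reached at most 4.75 CPM in BSA (control), whereas the 6 genes that lie mostly or wholly outside it, mt-Co1 included, were at 243 CPM or more, and mt-Nd4, with 65.8% of its length within it, was at 531 CPM. Reads that align equally well to both places are left out by the counting, so this pattern is consistent with reads lost to the nuclear copy. The level of mt-Co1 is affected over 31.3% of its length. This does not explain a difference between conditions, for which the combined treatment stays open and untested.

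Genes of the interferon response, which the paper does not discuss, had median log2 fold changes of 3.56 with palmitate, 0.56 with IL-1β and 3.72 with palmitate + IL-1β. Their summed level went from 257 CPM in BSA (control) to 1806 CPM with palmitate. RNA of leukocytes is unlikely to be the source, since the summed CPM of leukocyte markers with palmitate was 0.839 of that in BSA (control), and no marker had a mean above 1.82 CPM in any condition. Normalization is unlikely as well, with a median of 3.49 under upper-quartile normalization, and so is a single library, with 3.45 as the value nearest 0 when each was left out. An exchange of the palmitate and IL-1β labels would change only which single agent the rise belongs to. It leaves palmitate + IL-1β untouched, where 34 of the 34 genes were higher. Which agent raised these genes cannot be told apart, because the median of 0.56 with IL-1β allows either assignment. A response to the treatment stays open as a hypothesis.

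Targets of NRF2, also outside the paper's discussion, had medians of 0.76 with palmitate, 0.35 with IL-1β and 0.99 with palmitate + IL-1β. They remained at 0.71 with palmitate when Slc7a11, itself a target, was left out. This may reflect the NRF2 pathway as the source of the rise in Slc7a11. The alternative of ATF4 activity cannot be told apart, since the other 29 ATF4 targets had a median of 0.12 over members that moved both ways (19 higher).

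Targets of the PPAR receptors, which fatty acids activate, had a median of 0.35 with IL-1β (22 of 26 higher) but fell with palmitate. Between palmitate and IL-1β directly the median was -0.62, with 25 of 26 genes lower in the libraries labelled palmitate. Upper-quartile normalization gave -0.64, and the value nearest 0 with 1 library left out was -0.57, so neither accounts for it. None of 10000 random lists matched on GC content and transcript length had a median as low (share 1e-04, the smallest they can give). Angptl4, a PPAR target, was at 4.44 CPM in BSA (control), 100.5 with IL-1β, 20.7 with palmitate and 154 with palmitate + IL-1β. With both agents the targets were higher than with palmitate alone (median 0.29) and lower than with IL-1β alone (median -0.18). A candidate explanation is that the labels of the palmitate and the IL-1β libraries were exchanged, as a fatty acid would be expected to raise these genes and a cytokine to raise Cxcl1, Cxcl5 and Il6 more than a fatty acid does. An effect of IL-1β itself on PPAR targets would give the same 0.35 and cannot be told apart from an exchange, because only the labels distinguish the groups. An exchange would turn around every comparison with a single agent, while palmitate + IL-1β against BSA (control) and the interaction would stand. The larger fall of Nt5e, for example, would then be that with IL-1β. Fig. 1A of the paper uses the assignment of the labels, and it was kept throughout.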

How the results depend on the processing

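The tests of other splits were set before their results were seen. The estimated correlation and fry for Reactome were chosen after seeing the data. No paired analysis was possible because the libraries are numbered 1 to 16 and no number is shared between groups.

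Each of the 6 comparisons of conditions kept its number of changed genes within 1.5 times of the main one under DESeq2, upper-quartile normalization, no filter, at least 10 counts in every library, leaving out mitochondrially encoded and ribosomal RNA genes, and fitting only the 8 libraries compared. So did the interaction under those that apply to it. Requiring a log2 fold change above 1 left 934 genes for palmitate against BSA (control), 170 for IL-1β, 1256 for palmitate + IL-1β, 756 for palmitate + IL-1β against IL-1β, 69 against palmitate, 684 for palmitate against IL-1β and 71 for the interaction, fewer by construction. With 1 library left out the numbers ran from 5167 to 6284, 1784 to 2648, 7254 to 7922, 5021 to 5875, 1161 to 1775, 4281 to 5352 and 258 to 371 in that order. Upper-quartile normalization lowered the share of changed genes that were higher from 53.1% to 37.1% with palmitate, from 67.1% to 43.5% with IL-1β and from 52.4% to 38.7% with both. Against IL-1β it lowered the share from 54.0% to 45.5% for palmitate + IL-1β and from 52.1% to 45.5% for palmitate. Leaving out the filter lowered it from 58.2% to 48.4% for palmitate + IL-1β against palmitate. Other settings turned some of these majorities as well. The cause was not tested. No scaling moved the median of all genes by more than 0.1.

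For each of the 6 comparisons, only the real split (1 of 35) gave as many changed genes. For the interaction 2 of 60 draws did, the other with 2457 genes. For the gene lists, 6 of 35 splits gave as many with camera (the most in another split was 9, as in the real one). For Reactome sets 2 of 35 did (239 in the other, 238 in the real one). The other splits among these mixed the conditions unequally. They still carried part of the real difference and do not measure chance alone. Splits that mixed the conditions equally gave at most 3 lists and 55 sets. As these also gave calls, the number called with the preset correlation is weak evidence by itself.

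Fry called 17 lists against 9 with camera. It does not compare a list with other genes, so it can call lists that are not shifted against the rest. Of Reactome sets, the estimated correlation called 53 and fry 594 against 238. Palmitate effects with and without IL-1β had r = 0.841 over all genes, 0.900 over genes changed in either and 0.776 with DESeq2. Palmitate and IL-1β effects had r = 0.622, and 0.656 with DESeq2. The cause of the remaining differences was not tested.

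Of 81 results on single genes, 65 kept their direction and side of the threshold under all alternatives and 16 did not. Those that reversed were near 0 and not past the threshold. Under upper-quartile normalization these were Ada (-0.035) and Atf4 (-0.048) with palmitate, mt-Co1 with IL-1β (-0.018) and Cxcl2 between palmitate and IL-1β (-6.3e-05, and -0.0020 with DESeq2). With 1 library left out, palmitate against BSA (control) ran from -0.24 to 0.0061 for Entpd1 (positive without BSA replicate 4), from -0.010 to 0.073 for Ada (negative without BSA replicate 3 or palmitate replicate 10) and from -0.042 to 0.010 for mt-Co1 (positive without palmitate replicate 10 or 11). IL-1β against BSA (control) ran from -0.012 to 0.053 for mt-Co1 (negative without IL-1β replicate 5). Palmitate against IL-1β ran from -0.15 to 0.087 for Cxcl2 (-0.15 without palmitate replicate 10). Depth limits Entpd1, Adora2b and Adora2a, which had few counts.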

Differences from the paper's values

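The legend of Fig. 1A calls its 20 genes the most significant. Of the paper's 20 genes, 4 were among the 20 with the smallest p for palmitate against BSA (control). None of the alternatives set before the data were examined closed the gap. They gave from 2 genes, with only the 8 libraries compared, to 5, with DESeq2. For palmitate against BSA (control), 13 of the paper's 20 genes had an adjusted p under 0.05 with edgeR. None of the alternatives set before the data were examined reached 20 for this comparison, with 9 when a log2 fold change above 1 was required and 12 or 13 under the others. The legend covers all 4 conditions. With edgeR, 16 of the 20 genes passed for palmitate + IL-1β against BSA (control), and 17 for any difference among the 4 conditions.

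The paper describes the rise of inflammatory genes with palmitate alone as minor beside that with IL-1β. In the libraries as labelled, Cxcl1, Cxcl5, Ccl2 and Il6 were higher with palmitate than with IL-1β, by log2 differences of 1.38, 4.30, 1.60 and 3.14.

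The paper states that Entpd1, Ada, Adora2a and Adora2b were lower. Entpd1 had a log2 fold change of -0.15 with palmitate and Ada one of 0.03, neither past the threshold under any setting. With palmitate + IL-1β Entpd1 was at -0.19, not past the threshold under any setting, while Ada was lower by a log2 fold change of -0.25 and past it, except without BSA (control) replicate 1 or 4 or palmitate + IL-1β replicate 14 or 15 (from -0.24 to -0.19). Adora2b was higher with palmitate, by 0.78, under all settings tried. Adora2a had too few counts to be tested.

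Lower Uqcrc2, mt-Co1 and Sdhb with IL-1β are reported. With IL-1β alone their log2 fold changes were -0.11, 0.03 and -0.08, none past the threshold, except Uqcrc2 with upper-quartile normalization (-0.16). With both agents mt-Co1 (-0.27) and Sdhb (-0.19) were lower and past the threshold under all settings that tested them, and Uqcrc2 passed only with upper-quartile normalization (-0.14).

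The paper reports higher Eif2ak3, Atf4 and Eif2a. Eif2a was taken by its symbol, so its RNA level does not bear on phosphorylated eIF2α, which the paper measured as protein. Eif2ak3 was higher by 0.15 with palmitate and 0.13 with both agents, past the threshold in the main fit. Atf4 changed by 0.02 with palmitate, not past the threshold, and by 0.15 with both, past it. Upper-quartile normalization took Eif2ak3 with palmitate and Atf4 with both agents short of the threshold. So did leaving out the filter for Eif2ak3 with palmitate, and most processing alternatives for Eif2ak3 with both agents. Eif2a was lower, by -0.06 with palmitate and -0.10 with both agents, neither past the threshold in the main fit. Upper-quartile normalization called the fall of Eif2a with palmitate (-0.13). With both agents its fall was called with upper-quartile normalization (-0.18), with at least 10 counts in every library (-0.12), with mitochondrially encoded and ribosomal RNA genes left out (-0.11), and without palmitate + IL-1β replicate 14 (-0.12) or IL-1β replicate 7 (-0.11).

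Pathways of pyruvate, purines, glutathione and ER stress are reported as enriched. Camera called glutathione and superoxide metabolism higher (median 0.06), with the preset correlation only. It also called a list of 5 genes of Fig. 1A higher (median 0.15), also with the estimated correlation. The study picked these genes from the same libraries, so this call is not independent evidence. The list held Slc7a11 (2.96) and Sod2 (1.97), an antioxidant gene, beside Eif2ak3 (0.15), Atf4 (0.02) and Eif2a (-0.06). The lists of pyruvate transport, purine synthesis and ATF4 targets had median log2 fold changes of 0.06, 0.15 and 0.13 and were not called with camera, but were with fry. The purinergic genes of Fig. 1A (median -0.06) and the extended list of extracellular purine signalling (median 0.03) were also called with fry alone, both as higher. So were the Reactome sets Purine metabolism, Purine salvage, Purine ribonucleoside monophosphate biosynthesis, Pyruvate metabolism, Glutathione conjugation and Unfolded Protein Response. Fry was chosen for Reactome after seeing the values.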

Other observations

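Tests in this part, apart from the comparisons set in the design, were chosen only after the results had been seen.

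Palmitate + IL-1β changed 7705 genes against BSA (control), 4041 higher and 3664 lower. Palmitate and IL-1β differed directly in 5156 genes, 2685 higher and 2471 lower with palmitate. Among genes that passed the rule for naming, Steap4, Lcn2 and Nos2 were raised most in palmitate over IL-1β, by 5.39, 5.30 and 5.01 on the log2 scale, and Ndnf, Mest and Angptl4 lowered most, by -2.36, -2.34 and -2.26. Pde8b, among the largest falls with both agents, changed by -2.15.

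The effects of palmitate and of IL-1β against BSA (control) had a Pearson r of 0.622 across genes. These comparisons share their control libraries, and 20 simulations of unchanged groups against the same controls gave a mean r of 0.501 and at most 0.528. Of 1654 genes higher with IL-1β, the share with a positive palmitate effect, past the threshold or not, was 90.3%. In the simulations it was 90.4%, over genes higher at an unadjusted p under 0.05. The genes were chosen differently, so these shares do not decide whether the sign was shared beyond the common control. Past the threshold with palmitate, 1187 of the 1654 were higher (71.8%) and 54 lower (3.26%). Of all tested genes 19.8% were higher. The common control enters these counts as well. The effects of IL-1β without and with palmitate, which share no library, had r = 0.355.

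Sterol synthesis genes had a median log2 fold change of -0.37 with IL-1β (20 of 23 lower), 0.03 with palmitate and -0.47 for palmitate + IL-1β against palmitate. The list of nuclear-encoded respiratory chain subunits had a median of -0.08 with IL-1β, with 67 of 75 lower, and was called with the preset correlation (adjusted p = 2.9e-04 from camera with Benjamini-Hochberg adjustment) but not with the estimated one (0.497). Atf3 was at 5.18 CPM in BSA (control), 21.7 with IL-1β, 5.92 with palmitate and 20.0 with both.

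Other lists were not called for palmitate against BSA (control) with camera. Their median log2 fold changes were -0.12 for fatty acid synthesis and desaturation, 0.0049 for cell cycle, -0.02 for extracellular matrix, 0.11 for matrix metalloproteinases, -0.20 for keratinocyte markers, -0.25 for leukocyte markers and -0.44 for endothelial markers. Fry called the metalloproteinases higher and the endothelial markers lower. It also called the 6 keratinocyte markers higher, against the sign of their median, with 3 higher and 3 lower.

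Other experiments of the paper measured some of the same transcripts by qPCR at an earlier time. In the sequenced libraries the log2 fold change of Nt5e was -1.17 with palmitate and -0.34 with IL-1β. The qPCR of Fig. 2A shows no clear change of Cd73 mRNA with palmitate alone and a decrease with IL-1β. That of Fig. 3 shows larger rises of inflammatory genes with IL-1β than with palmitate, while Cxcl1 in the libraries had a log2 difference of 1.38 in favour of palmitate. The times differ, so these are not measurements of the same samples.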
